# Single-Cell Analysis Revealed the Role of CD8^+^ Effector T Cells in Preventing Cardioprotective Macrophage Differentiation in the Early Phase of Heart Failure

**DOI:** 10.3389/fimmu.2021.763647

**Published:** 2021-10-20

**Authors:** Kyoko Komai, Minako Ito, Seitaro Nomura, Shigeyuki Shichino, Manami Katoh, Shintaro Yamada, Toshiyuki Ko, Mana Iizuka-Koga, Hiroko Nakatsukasa, Akihiko Yoshimura

**Keywords:** macrophages, heart failure, CD8^+^T cells, single-cell analysis, tissue repair

## Abstract

Heart failure is a complex clinical syndrome characterized by insufficient cardiac function. Heart-resident and infiltrated macrophages have been shown to play important roles in the cardiac remodeling that occurs in response to cardiac pressure overload. However, the possible roles of T cells in this process, have not been well characterized. Here we show that T cell depletion conferred late-stage heart protection but induced cardioprotective hypertrophy at an early stage of heart failure caused by cardiac pressure overload. Single-cell RNA sequencing analysis revealed that CD8^+^T cell depletion induced cardioprotective hypertrophy characterized with the expression of mitochondrial genes and growth factor receptor genes. CD8^+^T cells regulated the conversion of both cardiac-resident macrophages and infiltrated macrophages into cardioprotective macrophages expressing growth factor genes such as *Areg*, *Osm*, and *Igf1*, which have been shown to be essential for the myocardial adaptive response after cardiac pressure overload. Our results demonstrate a dynamic interplay between cardiac CD8^+^T cells and macrophages that is necessary for adaptation to cardiac stress, highlighting the homeostatic functions of resident and infiltrated macrophages in the heart.

## Introduction

Heart failure is one of the diseases for which few treatments exist. There are two main causes of heart failure: ischemic and non-ischemic. In the non-ischemic type, hypertension causes pressure overload hypertrophy of the heart, which eventually leads to heart failure. Myocardial hypertrophy is a morphological adaptive response to chronic work overload imposed on the heart. The relationship between myocardial hypertrophy and remodeling and immune cells, especially macrophages, has been well studied using a murine pressure overload heart failure model with transverse aorta constriction (TAC), which is a well-established model of pressure overload-induced cardiac hypertrophy and failure in mice (1).

Macrophages are the major immune cell type that is constitutively present within the myocardium. However, little is currently known about the origin and function of the cardiac macrophages that are involved in cardiac hypertrophy and heart failure. Although cardiac macrophages have traditionally been thought to be derived from circulating monocytes, recent studies have shown that cardiac-resident macrophages are derived from fetal tissues and are maintained, at least in part, through self-renewal (2). In addition, aging and pathological stimuli such as angiotensin II or myocardial infarction promote the accumulation of monocyte-derived macrophages (3, 4). Cardiac macrophages can be both protective and harmful in the context of myocardial infarction (5). It has become clear that the functions of macrophages are so diverse that neither their pathogenesis nor their therapeutic effects can be judged in a single or broad M1/M2 category. For example, cardiac tissue macrophages are known to be involved not only in wound healing during tissue injury (6), but also in promoting electrical atrioventricular conduction through connexin 43 (7). It has been reported that cardiac tissue macrophages are also involved in maintaining mitochondrial homeostasis (8), and that Amphiregulin (AREG), which is produced by Ly6c^low^ cardiac macrophages, is important for compensatory cardiac hypertrophy in a murine pressure-overload heart failure model (9).

In contrast, the role of T cells in orchestrating immune responses remains unclear in the context of heart failure. Although T cells have been detected in the heart following coronary artery occlusion in rodents, the roles of these cardiac T cells in heart failure are controversial (10, 11). A recent study has shown that, following acute heart infarction in mice, CD8^+^T cells recruited in the ischemic heart promoted cardiomyocyte death through the local release of Granzyme B, leading to enhanced myocardial inflammation, tissue injury, and deterioration of myocardial function (12). Previous reports have suggested that CD4^+^T cells are directly involved in the progression from hypertrophy to heart failure (13–15), yet the precise mechanism by which T cells promote heart failure remain to be clarified.

　In this study, we investigated the dynamics of immune cells and cardiac muscle cells in a murine TAC model using single-cell RNA sequencing (scRNAseq) techniques. We found that cardiac macrophages, which play an important role in compensatory cardiac hypertrophy, were affected by T cells, especially CD8^+^T cells. Depletion of CD8^+^T cells led to an increase in tissue macrophages, and eventually alleviated heart failure by promoting cardioprotective hypertrophy. This is the first report showing a relationship between cardiac macrophages and T cells, a finding that could lead to future therapeutic approaches.

## Results

### T Cell Depletion Suppresses Heart Failure at Late Phase but Promotes Hypertrophy at Early Phase in a TAC Model

As previously reported (13), the number of T cells in the heart increased after TAC (**Figure 1A** and **Supplementary Figures 1A–D**). Our preliminary data suggest that most CD8^+^T cells in the heart before TAC showed CD44^+^CD62L^high^ memory phenotype, and CD44^+^CD62L^low^ effector fraction slightly increased after TAC (data not shown). To determine the effects of T cells on heart failure, we performed TAC on T cell-deficient CD3ϵ^-/-^ mice as a model for heart failure. T cell deficiency can affect macrophage functions. Echocardiography showed an increase in left ventricular posterior wall thickness at diastole (LVPWd) 2 to 4 weeks after TAC, followed by a delayed increase in left ventricular diastolic diameter (LVDd) (**Figures 1B, C**). Left ventricular ejection fraction (LVEF) decreased 2 weeks after TAC and continued to decline (**Figure 1D**). In contrast, although CD3ϵ^-/-^ mice showed a rapid increase in LVPWd 2 weeks after TAC, LVDd was smaller in CD3ϵ^-/-^ mice than in WT mice, and LVEF was maintained at high levels in CD3ϵ^-/-^ mice compared with WT mice (**Figures 1B–D**), indicating that cardiac dilatation was suppressed and cardiac output was effectively maintained in CD3ϵ^-/-^ mice. Eight weeks after TAC, LVDd was strongly suppressed in CD3ϵ^-/-^ mice, and heart size was smaller in CD3ϵ^-/-^ mice than in WT mice (**Figures 1C, E**). Furthermore, CD3ϵ^-/-^ mice had lower mRNA levels of *Nppb*, which encodes brain natriuretic peptide (BNP), a marker of heart failure, as well as lower levels of *Col1a1*, a fibrosis marker, compared to WT mice (**Figure 1F**). These data indicate that in the genetic absence of T cells protects the heart from heart failure induced by pressure overload.

**Figure 1:**
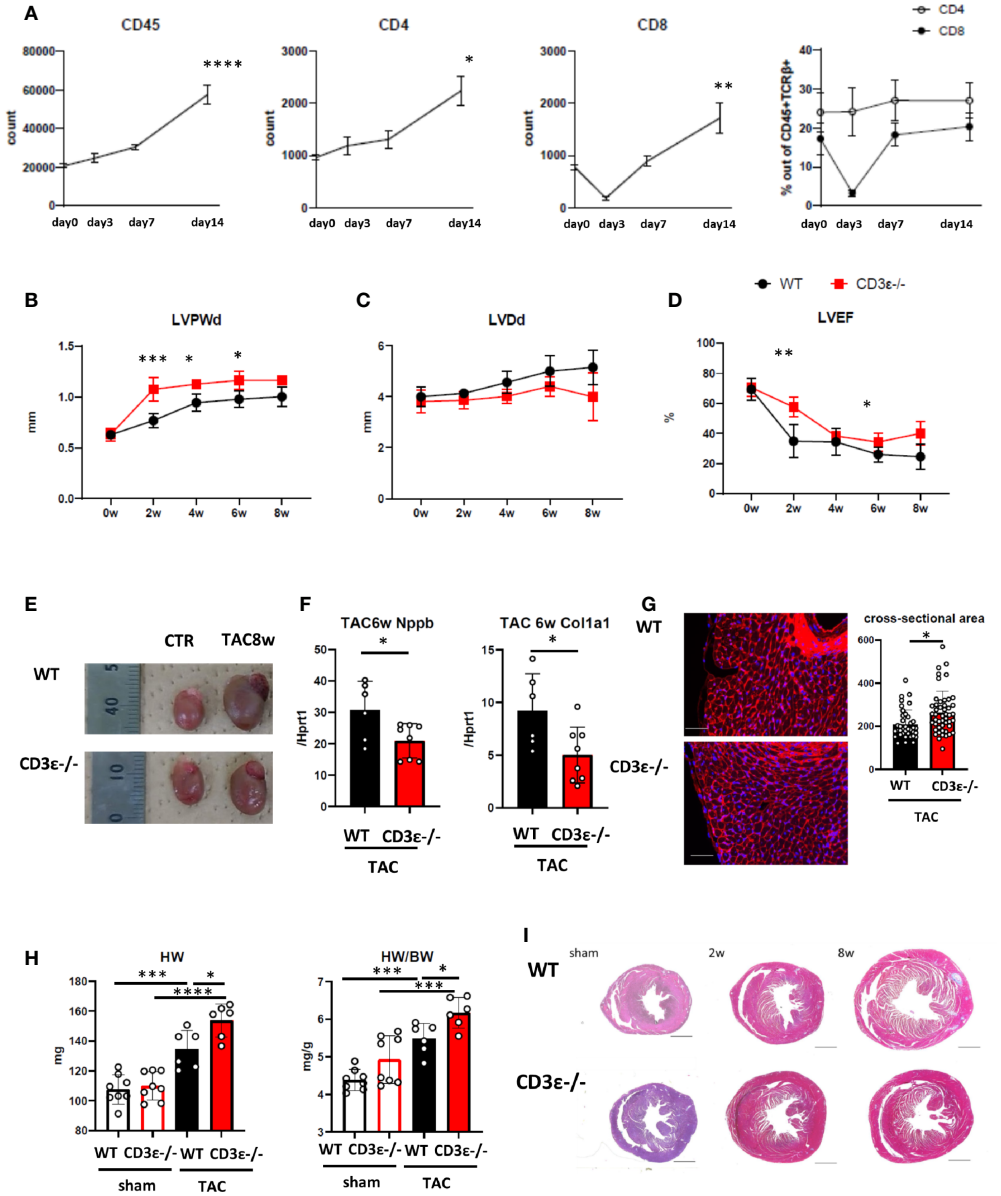
T cell depletion suppresses heart failure at late phase but promotes hypertrophy at early phase after TAC. **(A)** Changes in numbers of CD45^+^cells, the numbers, and the population of CD4^+^T and CD8^+^T cells gated on CD45^+^TCRβ^+^ cells isolated from heart after TAC. Day 0 represents the measurement before TAC. *P* values *vs.* day0. (n=4 in each point) **(B-D)** Echocardiography up to 8 weeks after TAC. 0 week indicates the measurement before TAC treatment. *P* values *vs.* WT. (WT n=7, CD3ϵ^-/-^ n=6 After the measurement at 2w, two mice in each group were excluded for single cell analysis.) **(E)** Gross appearance of heart 8 weeks after TAC. **(F)** mRNA (*Nppb* and *col1a1/Hprt1*) levels extracted from whole heart 6 weeks after TAC. (n=6-8) **(G)** WGA staining 2 weeks after TAC. The cross-sectional area of the myocardium was measured by extracting the myocardium with the nucleus at its center from each slide made from n=4 in each group. Scale bar: 50µm. **(H)** Heart weight and heart weight/body weight 2 weeks after TAC. (n=6-8) **(I)** Short-axis histology of heart two and 8 weeks after TAC (Masson’s trichrome staining). Scale bar: 1mm. Data points are individual mice in one of two individual experiments, except for B-D. *p* values were determined by two-tailed Student’s t-test or one-way analysis of variance (ANOVA). Data are means ± SD. *p < 0.05, **p < 0.01, ***p < 0.001 and ****p < 0.0001.

However, we noticed that the LVPWd was greater in CD3ϵ^-/-^ mice than in WT mice 2 weeks after TAC, indicating that the myocardium had thickened by the absence of T cells (**Figure 1B**). Histological analysis confirmed the cardiac hypertrophy is caused by cardiomyocyte enlargement in CD3ϵ^-/-^ mice (**Figure 1G**). Indeed, heart weight and wall thickness were consistently larger in CD3ϵ^-/-^ mice than in WT mice; this difference was especially marked 2 weeks after TAC (**Figures 1B, H**). The tendency of higher HW/BW in sham CD3ϵ^-/-^ mice is probably due to smaller BW of CD3ϵ^-/-^ mice (sham WT 24.56 ± 1.45g, sham CD3ϵ^-/-^ 22.46 ± 1.56g), though there was no difference in BW after TAC (TAC WT 24.50 ± 1.22g, TAC CD3ϵ^-/-^ 24.93 ± 1.48g). The hearts of CD3ϵ^-/-^ mice enlarged rapidly 2 weeks after TAC but did not enlarge progressively and did not show severe fibrosis 6 to 8weeks after TAC (**Figures 1F, I**). **Figure 1I** showed a representative viewing of the heart. We confirmed the there is no difference in collagen at mRNA levels before TAC (data not shown). This implies that heart hypertrophy does not always lead to heart failure; accordingly, we hypothesized that the cardiac hypertrophy seen in the CD3ϵ^-/-^ mice in the early stages after TAC is cardioprotective.

### CD8^+^T Cell Depletion Results in Cardioprotective Hypertrophy

To confirm the presence of the cardioprotective hypertrophy in the early stages after TAC, we performed RNAseq analysis on isolated cardiomyocytes 2 weeks after TAC treatment (**Figure 2A**). Sarcomeric cardiac β-myosin heavy chain gene (*Myh7)* has been shown to be associated with myocardial hypertrophy (16, 17). Natriuretic Peptide A (*Nppa*) has secreted by cardiac stretch stimulation, and collagen type I alpha 1 Chain (*Col1a1)* is a marker of subsequent fibrosis (13). The expression levels of *Myh7*, *Col1a1*, and *Nppa* were higher in CD3ϵ^-/-^ mice than in WT mice (**Figure 2A**), and we confirmed that TAC induced *Myh7* more intensively in CD3ϵ^-/-^ mice than in WT mice (**Figure 2B**).

**Figure 2:**
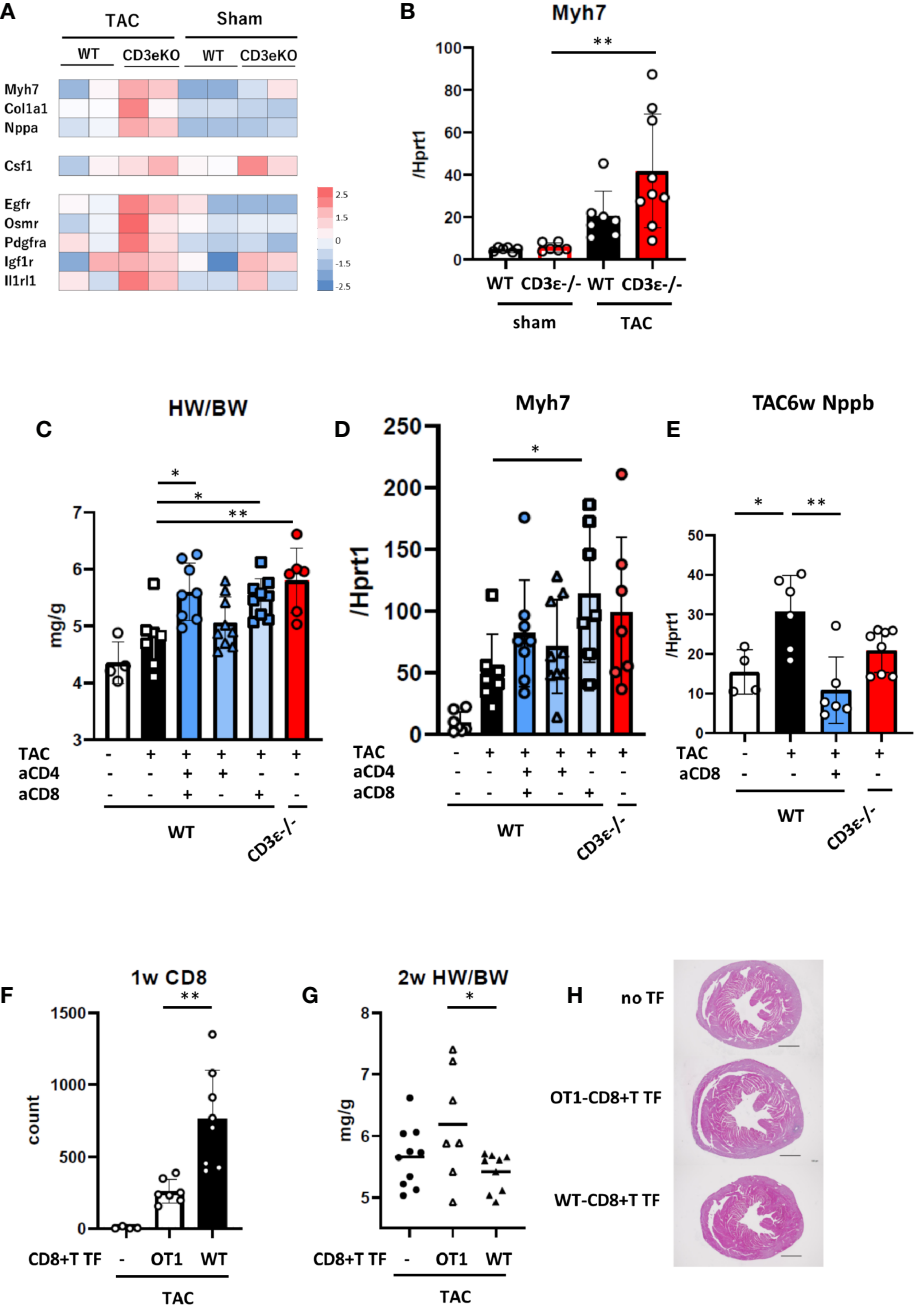
CD8^+^T cell depletion results in cardioprotective hypertrophy. **(A)** Expression of genes related to cardiac hypertrophy and tissue repair from whole RNAseq data of cardiomyocytes 2 weeks after TAC. (n=2) **(B)** mRNA (*Myh7/Hprt1*) extracted from whole heart 2 weeks after TAC determined by q-PCR. (n=6-9) **(C)** Heart weight/body weight of heart 2 weeks after TAC. (n=4-9) **(D)** mRNA (*Myh7/Hprt1*) extracted from whole heart 2 weeks after TAC determined by q-PCR. (n=6-9) **(E)** mRNA (*Nppb/Hprt1*) extracted from whole heart 6 weeks after TAC determined by q-PCR. (n=4-8) For CD4^+^ or CD8^+^T cell depletion, mice received an i.p. injection of anti-CD4 antibody or anti-CD8 antibody or vehicle (PBS) on day 0 and every three days until 2 weeks after TAC. **(F)** WT or OT-I-CD8^+^T cells were transferred (TF) into CD3ϵ^-/-^ mice five days prior to the TAC operation, then cell the number of CD8^+^T cells was counted in the heart 1 week after TAC. (n=4-8) **(G)** Heart weight/body weight 2 weeks after TAC in WT or OT-I-CD8^+^T cells-transferred (TF) mice. (n=7-10) **(H)** Short-axis histology of heart 2 weeks after TAC (H&E staining). Representative picture of samples. Scale bar: 1mm. Data points are individual mice in one of two or three individual experiments, except for RNAseq analysis*. p* values were determined by two-tailed Student’s t-test or one-way analysis of variance (ANOVA). Data are means ± SD. *p < 0.05, **p < 0.01.

The cardioprotective cytokine receptors *Egfr*, *Osmr*, *Pdgfra*, *Igf1r*, *Il1rl1* (receptors for EGF, OSM, PDGF, IGF-1, and IL-33, respectively) and macrophage colony stimulation factor (*Csf1*) were also higher in CD3ϵ^-/-^ mice than in WT mice (**Figure 2A**). These data further confirmed that cardioprotective hypertrophy occurs in CD3ϵ^-/-^ mice at an early stage after TAC.

Next, to determine which CD4^+^ or CD8^+^T cells are involved in cardioprotective hypertrophy, we depleted these cells using CD4- or CD8-specific antibodies. Antibodies to CD4 and CD8 were administered every three days for 2 weeks after TAC and heart weight and *Myh7* mRNA levels were measured (**Figures 2C, D** and **Supplementary Figures 2A, B**). Anti-CD4 antibody alone had little effect, while anti-CD8 antibody or a combination of anti-CD4 and anti-CD8 antibodies increased heart weight and promoted *Myh7* expression as observed in CD3ϵ^-/-^ mice. CD8^+^T cell depletion decreased the expression of *Nppb*, a heart failure marker (13), 6 weeks after TAC (**Figure 2E**).

We determined whether antigen recognition of CD8^+^T cells is required for cardioprotective hypertrophy through experiments with OT-I mice, in which most CD8^+^T cells recognize the OVA peptide/class I MHC complex. We transferred CD8^+^T cells isolated from the spleens of WT (WT-CD8^+^T) or OT-I (OT-I-CD8^+^T) mice into CD3ϵ^-/-^ mice, then performed TAC. One week after TAC, CD8^+^T cell infiltration into the heart was significantly higher in mice transferred with WT-CD8^+^T cells than in those transferred with OT-I-CD8^+^T cells (**Figure 2F** **Supplementary Figures 2C, D**). Heart weight at 2 weeks post-TAC was lower in mice transferred with WT-CD8^+^T cells than in those transferred with OT-I-CD8^+^T cells (**Figure 2G**). Histological analysis supports that WT-CD8^+^T cell transfer suppress cardiac hypertrophy, but not in OT-I-CD8^+^T transfer group (**Figure 2H**). Since OT-I-CD8^+^T cells and WT-CD8^+^T cells might infiltrate and proliferate in the heart differently, this experiment suggests a potential importance of antigen recognition of CD8^+^T cells.

These results indicate that the absence of CD8^+^T cells enhanced early cardioprotective hypertrophy induced by pressure overload.

### CD8^+^T Cell Depletion Promotes Early Changes in Cardioprotective Metabolic Gene Expression After TAC

Next, to define the mechanism underlying CD8^+^T cell depletion-mediated cardioprotective hypertrophy, we performed scRNAseq analysis of cardiomyocytes isolated from mice 2 weeks after TAC using Langendorff perfusion (16). We have previously shown that, during early hypertrophy, cardiomyocytes activate mitochondrial metabolism and protein synthesis genes, and that their expression levels are correlated with cell size (16). In the present study, principal component analysis (UMAP) revealed dramatic differences among WT mice, CD8^+^T cell-depleted mice, and CD3ϵ^-/-^ mice in gene expression in cardiomyocytes after TAC (**Figure 3A**). Expressions of the hypertrophy marker *Myh7* and the tissue repair-related genes *Igf1r* and *Csf1* were most evident in CD8^+^T cell-depleted mice and CD3ϵ^-/-^ mice compared with WT mice (**Figure 3B**), which is consistent with total RNAseq data (**Figure 2A**).

**Figure 3:**
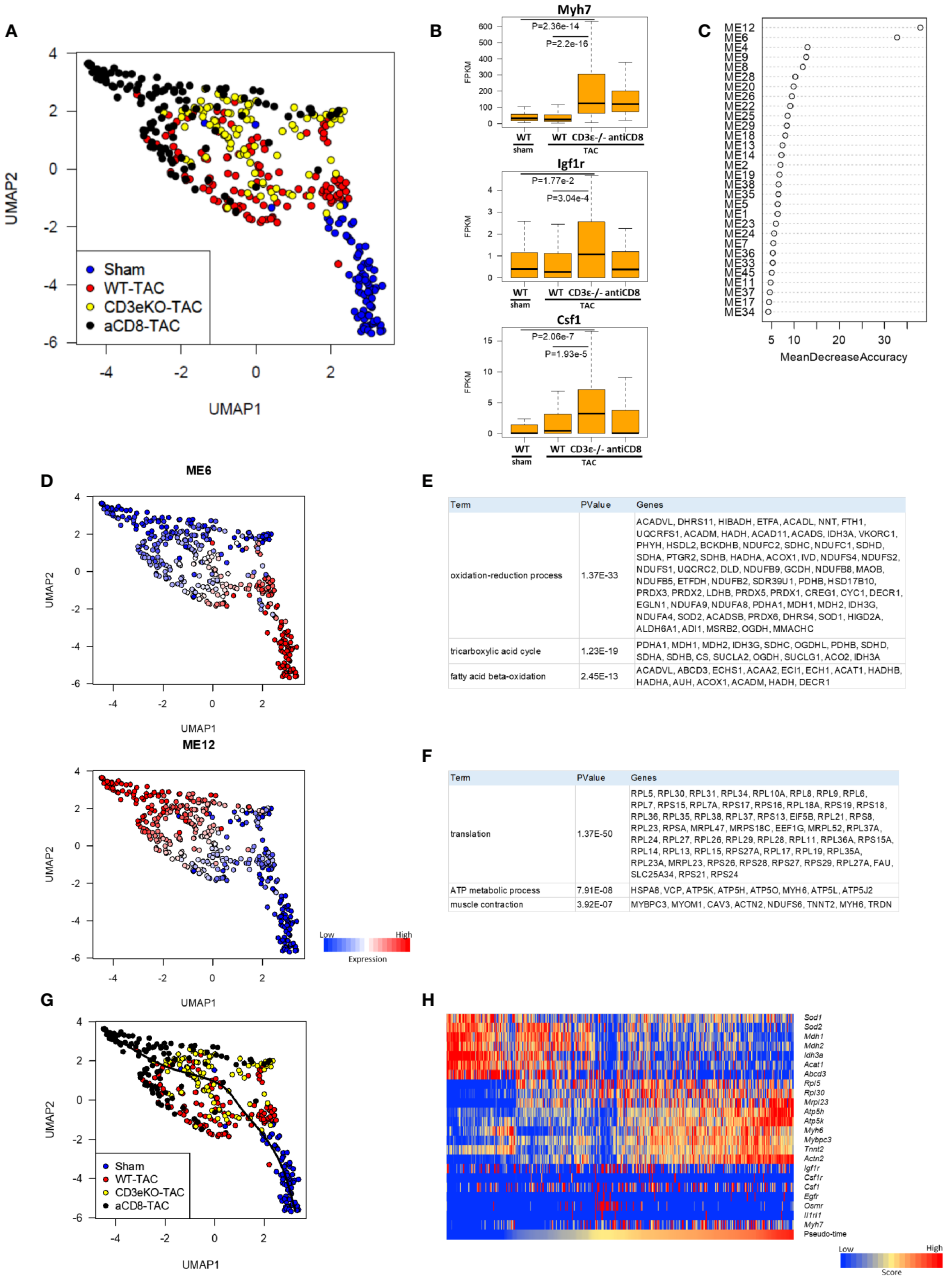
CD8^+^T cell depletion promotes early changes in cardioprotective metabolic gene expression after TAC. **(A)** UMAP plots of cardiomyocytes from sham, WT, CD3ϵ-/-, and CD8^+^T cell depleted mice at 2 weeks after TAC. Cells (dots) are colored for each group. scRNAseq analysis was performed as described in the Materials and Method section. **(B)** Box plots of representative expression of each gene in cardiomyocytes (*Myh7*; myocardial hypertrophy, *Igf1r*; growth factor receptor, *Csf1*; macrophage induction). Statistical differences were analyzed with a Wilcoxon rank sum test. **(C)** Mean decrease in accuracy (in order of decreasing accuracy from top to bottom) of each module eigengene (ME) as assigned by the random forest classifier. Random Forest algorithm was performed on 45 modules identified by weighted gene co-expression network analysis (WGCNA) restricted to 11,979 genes expressed at a fragments per kilobase of exon per million reads mapped (FPKM) value of ≥5 in at least 5 cardiomyocytes from a total of 21,859 genes. ME; the first principal component of the expression profile of genes belonging to the module. **(D)** UMAP plots colored by the expression of each module. **(E, F)** List of genes constituting M6 **(E)** and M12 **(F)**. **(G)** Single-cardiomyocyte trajectory on the UMAP plot reconstructed by Slingshot. The lower right part, where cardiomyocytes from sham mice were enriched, was defined as the starting point. **(H)** Heatmap showing expression of M6/12 genes and cardioprotective cytokine receptor genes in pseudo-time order.

We used the Random Forests machine learning algorithm to extract modules that were significant for cell classification, and identified modules M6 and M12 as the gene modules that were most drastically different between WT mice and CD8^+^T cell-depleted or CD3ϵ^-/-^ mice (**Figures 3C, D** **)**. M6 was enriched for genes involved in the oxidation-reduction process, the TCA cycle, and fatty acid beta-oxidation, while M12 was enriched for genes involved in translation, ATP metabolism, and muscle contraction. The representative genes that form these modules are shown in **Figures 3E, F**. Cardiomyocytes of CD8^+^T cell-depleted mice and CD3ϵ^-/-^ mice showed lower M6 expression and higher M12 expression compared with those of WT mice. Pseudo-time analysis is a powerful tool for the transcriptional dynamics during the trajectory of cardiomyocyte remodeling as reported previously (16). The pseudo-time calculated by trajectory analysis confirmed that the M6/12 genes and cardioprotective cytokine receptor genes were sorted in pseud-time order (**Figures 3G, H**). Decrease in M6 genes suggest reduced oxidative stress and increase of M12 genes suggests anabolism and preservation of muscle functions. The resulting metabolic and translational signature in cardiomyocytes may be responsible for the observed myocardial protection and subsequent alleviation of heart failure.

### CD8^+^T Cell Depletion Modulates Macrophage Status

Macrophages have been shown to play essential roles in the pathology of TAC. For example, bone marrow-derived CD72^hi^ macrophages and CD68^hi^ inflammatory macrophages have been shown to promote cardiac injury (18, 19), while an increased M2-type macrophage count protects against heart injury (20). T-cell depletion promotes the expression of *Csf1*, a macrophage colony stimulating factor (M-CSF) that usually promotes M2 type macrophage differentiation (21) (**Figures 2A**, **3B**). Therefore, we hypothesized that the presence of CD8^+^T cells modifies macrophage status which leads to cardioprotective hypertrophy.

To verify this hypothesis, we first performed FCM analysis of cardiac inflammatory cells 1 week after TAC, when cardiac hypertrophy was not very evident. At this time point, TAC increased the number of CD11b^+^ cells and F4/80^+^ macrophages as well as Ly6c^low^ cardiac tissue-resident macrophages, and CD3ϵ^-/-^ mice showed much higher numbers of these cells compared to WT mice (**Figure 4A** and **Supplementary Figures 1E, F**). A similar tendency was observed in CD8^+^T cell-depleted mice, but not in CD4^+^T cell-depleted mice. The deletion of CD8^+^T cells had no effect on the number of CD4^+^T cells (**Figure 4B**). The number of resident and infiltrated macrophages did not change in the spleens of WT, CD8^+^T cell-depleted and CD3ϵ^-/-^ mice after TAC (**Figure 4C**), suggesting that T cell deficiency increased monocytes and macrophages in the heart in a tissue-dependent manner.

**Figure 4:**
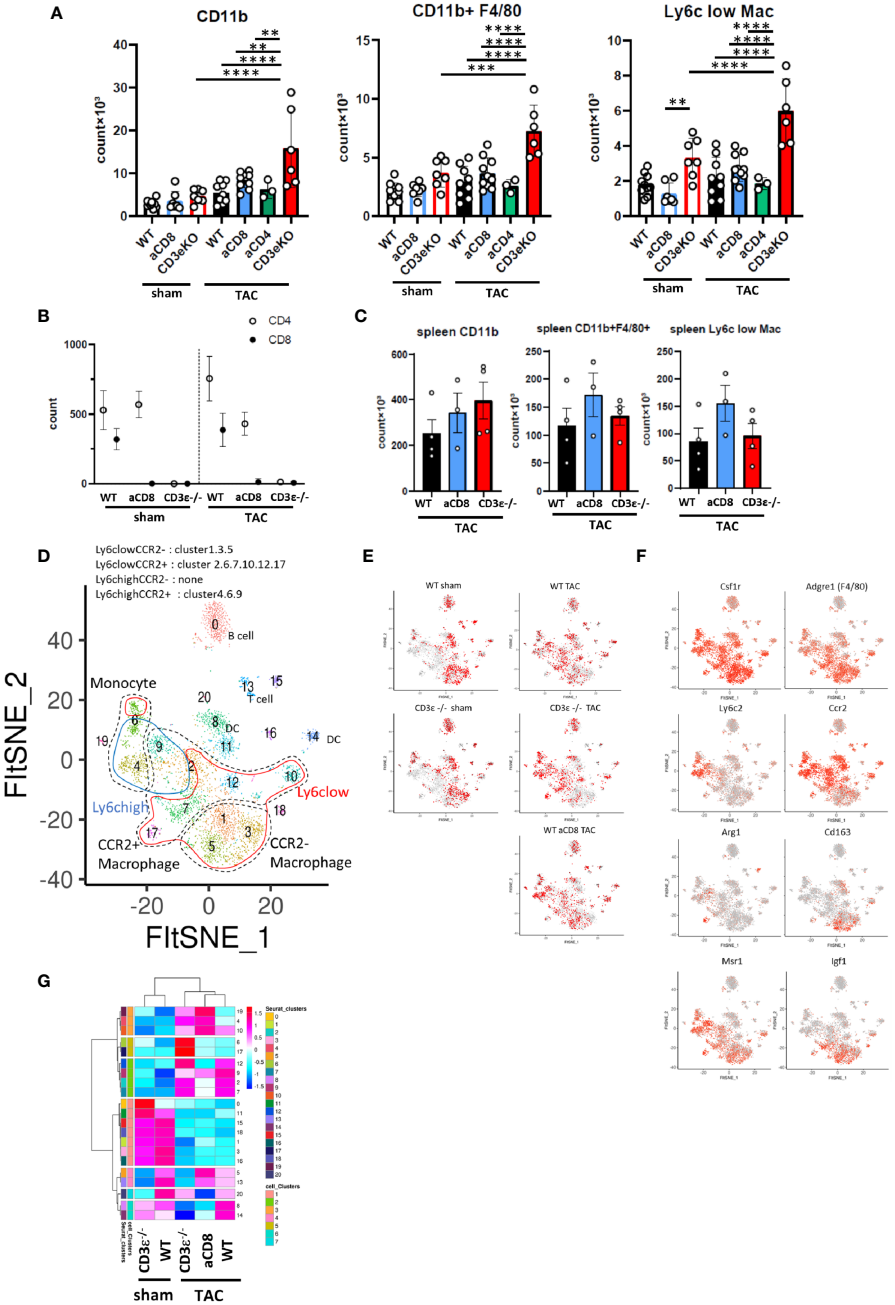
CD8^+^T cell depletion modulates macrophage status. **(A)** Numbers of CD11b^+^ cells, F4/80^+^ macrophages (CD11b^+^F4/80^+^), and Ly6c^low^ macrophages (CD11b^+^F4/80^+^Ly6c^low^) gated on CD45^+^ FVD^-^ CD3ϵ^-^ CD19^-^ Ly6g^-^ cells isolated from heart 1 week after sham/TAC operation. (n=6-10) For CD4^+^ or CD8^+^T cell depletion, mice received an i.p. injection of anti-CD4 antibody or anti-CD8 antibody on day 0 and every three days until 1 week after sham/TAC. **(B)** Numbers of CD4^+^T and CD8^+^T cells gated on CD45^+^TCRβ^+^ cells isolated from heart after sham/TAC. (n=4 per group) **(C)** Numbers of CD11b^+^ cells, F4/80^+^ macrophages, and Ly6c^low^ macrophages isolated from spleen 1 week after TAC operation. (n=3-4) **(D)** scRNAseq FltSNE display of cardiac CD45-positive cells 1 week after sham/TAC operation. Classical macrophage/monocyte fractions corresponding to clusters are shown. **(E)** Cell distribution under each condition (cell numbers are aligned). **(F)** Gene expressions on the FltSNE plot. **(G)** Cluster compositions of each group. After calculating the % of total cells of each cluster in each sample, the cell compositions of each cluster were z-scaled, clustered based on Pearson’s correlation coefficient using hclust (according to the Ward method) and visualized using pheatmap. Data points are individual mice in one of two or three individual experiments, except for single cell analysis. *p* values were determined by two-tailed Student’s t-test or one-way analysis of variance (ANOVA). Data are means ± SD. **p < 0.01, ***p < 0.001 and ****p < 0.0001.

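Hearts were taken 1 week after surgery and their CD45+ cells were sequenced by TAS-Seq on the BD Rhapsody system, in which the RNA of each cell is barcoded on a bead in a microwell. Cells of 5 groups carried hashtags, which are tags that mark the group of each cell, and were sequenced in 1 pooled library. The groups were WT sham, CD3ϵ-/- sham, WT TAC, CD3ϵ-/- TAC and CD8+T cell-depleted TAC, and values are given in this order where no group is named. Each group was 1 sample without replicates, so groups were compared by their values and no test was made. The authors deposited read counts per gene and cell without normalization, after error correction of the counts and assignment of the hashtags. The counts were reads and not molecules. The matrix held 5363 cells and 27809 genes. With the filters of the methods (genes in 5 or more cells, 500 or more genes per cell and a mitochondrial share of at most 0.4), 1000, 835, 1615, 919 and 894 cells were kept. Their total reads were 95717220, 91899777, 208758777, 136130015 and 109031226, and the median reads per cell were 75442, 78372, 98869, 117788 and 98471. The cells were clustered together with the settings of the methods, and 21 clusters were found. Clusters were numbered anew from 0 by size, so their numbers are not those of the paper. They were named by marker genes listed before the data were examined, as CCR2-negative macrophage-like, CCR2-positive macrophage-like, Ly6c-high monocyte-like or Ly6c-low monocyte-like. Clusters that met no definition, and the cluster with the highest mean *Arg1*, were left unnamed. The cluster of B cell-like cells gave the background level of each monocyte and macrophage gene. Expression is given per 1000000 reads (CPM), either as the mean over the cells of a cluster or from the summed reads of a group. For shares of cells with a read, each cell was first thinned at random to 36522 reads, and 95, 65, 110, 64 and 48 monocytes and macrophages with fewer reads were left out. The median reads of monocytes and macrophages were 72907, 80512, 98578, 125312.5 and 103119.5, and those of B cell-like cells were 46095.5, 46821, 52135, 59782.5 and 50953. Ranges in parentheses are exact 95% intervals, Clopper-Pearson for shares of cells and Poisson for summed reads. They cover counting error only, which they understate since reads of 1 molecule are not independent.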

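The labels of the groups were checked by the reads of T cell genes. A cluster with markers of T cells and of NK cells held 6.10% (4.70% to 7.77%), 0.958% (0.415% to 1.88%), 3.47% (2.63% to 4.48%), 1.31% (0.676% to 2.27%) and 4.14% (2.93% to 5.66%) of the kept cells. *Cd3g* reads were found in 43 of 61 of its cells in WT sham, 44 of 56 in WT TAC and 30 of 37 in CD8+T cell-depleted TAC. None of the 8 cells in CD3ϵ-/- sham and none of the 12 cells in CD3ϵ-/- TAC had one. *Cd8a* or *Cd8b1* was read in 8 cells of this cluster in WT sham, 11 in WT TAC and 6 in CD8+T cell-depleted TAC, which were 0.800% (0.346% to 1.57%), 0.681% (0.340% to 1.22%) and 0.671% (0.247% to 1.46%) of the kept cells. Of these cells 8 of 8, 11 of 11 and 4 of 6 also had *Cd3g* reads. In the T cell- or NK cell-like cluster the reads of *Cd8a* came to 133, 126 and 89.8 CPM, and those of *Cd8b1* to 109, 200.2 and 145 CPM, in the same 3 groups. A lower share of cells with *Cd8a* or *Cd8b1* reads was not detectable at this depth in the group under CD8 antibody, which is therefore written as the group labelled CD8-depleted TAC.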

To analyze the differences in the monocyte and macrophage fractions in detail, we performed scRNAseq analysis of the CD45^+^ mononuclear cells found in the heart. We identified macrophage/monocyte by the expression of *Csf1r*, *Lyz1, and Lyz2*. Among them, cluster 4 and 6 were identified as monocytes with low expression of *Adgre1* (F4/80) and *Cd68*. In particular, cluster 6 has high expression of *Cd300e*.　

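Mean *Csf1r* and *Lyz2* of at least 5 times those of the B cell-like cluster were found in 12 clusters with 3817 cells, which are called monocytes and macrophages here. The B cell-like cluster had 92.2 CPM of *Csf1r*, 12.0 CPM of *Lyz1* and 524 CPM of *Lyz2*. Among the monocytes and macrophages, *Csf1r* ran from 613 CPM in cluster 11 to 2736 CPM in cluster 4, and *Lyz2* from 3355 CPM in cluster 12 to 21812 CPM in cluster 17. *Lyz1* was 644, 728, 352, 340.0 and 401 CPM in the summed reads of the monocytes and macrophages of the 5 groups. The monocytes and macrophages were 629, 515, 1251, 740 and 682 cells. Unnamed clusters made up 12.1%, 15.5%, 24.9%, 27.6% and 21.7% of them. These were a cluster led by *Spp1* (cluster 7), a proliferating cluster led by *Mki67* (cluster 10), a cluster with few reads per cell led by *Malat1* (cluster 12) and a cluster led by *Arg1* and *Saa3* (cluster 17). Cluster 17 met the definition of CCR2-positive macrophage-like cells, with 5 of its markers against 2 of the next class, but was kept apart by choice.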

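The clusters that met the definition of monocytes here were cluster 3, Ly6c-high monocyte-like, and cluster 9, Ly6c-low monocyte-like. Mean *Adgre1* was 173 CPM in cluster 3 and 141 CPM in cluster 9. It was 799, 750.4 and 621 CPM in the 3 CCR2-negative macrophage-like clusters (clusters 1, 4 and 6) and 331, 824 and 87.3 CPM in the 3 CCR2-positive macrophage-like clusters (clusters 2, 5 and 11), so that 1 macrophage-like cluster, cluster 11, was lower than both monocyte-like clusters. The B cell-like cluster had 16.2 CPM. Mean *Cd68* differed less, at 593 CPM in cluster 3 and 584 CPM in cluster 9, and between 438 CPM in cluster 11 and 931 CPM in cluster 5 over the 6 macrophage-like clusters, against 42.6 CPM in B cell-like cells. Cluster 3 was led by interferon response genes (*Cxcl10*, *Ifit2*, *Rsad2* and *Isg15*) beside *Ly6c2*, whose mean was 3255 CPM there.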

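*Cd300e* was among the markers by which cluster 9 was named. Its mean was highest in cluster 9, and it was 7.10 CPM in cluster 3, the next highest of the monocytes and macrophages, and 0.432 CPM in B cell-like cells. In the summed reads of the monocytes and macrophages of the 5 groups it came to 5.33, 14.8, 10.7, 18.7 and 10.4 CPM. Cluster 9 was led by *Ace*, *Serpinb10*, *Treml4*, *Eno3* and *Cd300e*, and its mean *Ly6c2* was 1021 CPM.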

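The clusters were parted by the mean of *Ccr2* and of the other markers of each definition. Mean *Ccr2* was 764, 322 and 576 CPM in the CCR2-negative macrophage-like clusters 1, 4 and 6, so that it was low there but above the 115 CPM of B cell-like cells. It was 3149, 1382 and 2229 CPM in the CCR2-positive macrophage-like clusters 2, 5 and 11. The monocyte-like clusters had 2679.9 CPM (cluster 3) and 1615 CPM (cluster 9). Of the unnamed clusters, that led by *Spp1* had 2213 CPM, the proliferating one 907 CPM and that led by *Malat1* 708 CPM. Leading genes were *Lilra5*, *Col14a1*, *Nes*, *Mmp13* and *Slco2b1* in cluster 1, *Lyve1*, *Folr2*, *Cbr2*, *Cd163* and *Gas6* in cluster 4, and *Hspa1a*, *Mmp13*, *Hspa1b*, *Egr1* and *Ccl3*, among them genes that respond to tissue dissociation, in cluster 6. They were *Ccr2*, *Gm34084*, *Sirpb1a*, *Clec4b1* and *Rnd3* in cluster 2, *Gpnmb*, *Ms4a7*, *Ctsd*, *Atp6v0d2* and *Ccl8* in cluster 5, and *Retnla*, *Mmp12*, *Ear2*, *Aldh1a2* and *Hr* in cluster 11.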

Cluster1, 3, and 5 were identified as CCR2^-^ macrophage and others are CCR2^+^ macrophages (cluster 2, 7, 9, 10, 12, and 17) (**Figures 4D, F** and **Supplementary Table 2**). 

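CCR2-negative macrophage-like cells were 63.3% (59.4% to 67.1%) of the monocytes and macrophages of WT sham and 51.7% (47.2% to 56.0%) of those of CD3ϵ-/- sham. Mean *Ly6c2* in the 3 clusters of these cells was 9.39, 7.69 and 11.1 CPM, against 52.8 CPM in B cell-like cells. Of the alternatives that kept the denominator, the one that moved these shares most was to class single cells by the presence of *Ccr2*, *Ly6c2* and *Cd300e* reads, which gave 39.9% in WT sham and 27.8% in CD3ϵ-/- sham. Cluster 6, in which genes that respond to dissociation were high, held 22.1% and 23.7% of the monocytes and macrophages of these 2 groups.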

At steady-state levels, the majority of monocytes/macrophages in the heart were Ly6c^low^CCR2^-^ resident macrophages (clusters 1, 3, and 5) in both WT and CD3ϵ^-/-^ mice (**Figures 4D, E, G**). One week after TAC, these Ly6c^low^CCR2^-^ clusters drastically decreased while Ly6c^low^ CCR2^+^ clusters 2 and 7 increased (**Figures 4D, E, G**). It is notable that TAC increased clusters 4 and 6, which represent CD11b^+^F4/80^-^ monocytes, in both CD3ϵ^-/-^ mice and CD8^+^T cell-depleted mice compared with WT mice (**Figure 4G**). 

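CCR2-negative macrophage-like cells were 22.9% (20.6% to 25.4%) of the monocytes and macrophages of WT TAC and 11.6% (9.40% to 14.2%) of those of CD3ϵ-/- TAC. The fall from sham kept its direction in both genotypes under each of the 9 alternatives tried. Among these, counting the cluster led by *Arg1* as CCR2-positive left these shares unchanged by construction, so it tests nothing here. Genes that respond to dissociation were higher in these cells of sham hearts than of TAC hearts, and clustering without those genes and interferon genes left each of these shares within its interval. CCR2-positive macrophage-like cells rose from 17.5% (14.6% to 20.7%) in WT sham to 35.4% (32.8% to 38.1%) in WT TAC, and from 22.3% (18.8% to 26.2%) in CD3ϵ-/- sham to 30.7% (27.4% to 34.1%) in CD3ϵ-/- TAC. The rise in CD3ϵ-/- mice turned into a fall, from 34.7% to 31.2%, when single cells were classed by the presence of marker reads. Of the 3 clusters of this class, cluster 2 rose from 7.79% to 14.8% in WT and from 9.13% to 14.9% in CD3ϵ-/- mice, and cluster 5 rose from 0.795% to 16.9% and from 0.583% to 14.2%. Cluster 11 fell from 8.90% to 3.68% and from 12.6% to 1.62%. Mean *Ly6c2* was 184 CPM in cluster 2, 27.4 CPM in cluster 5 and 13.4 CPM in cluster 11.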

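Monocyte-like cells of both kinds together were 7.15% (5.27% to 9.46%) of the monocytes and macrophages of WT sham and 10.5% (7.98% to 13.5%) of those of CD3ϵ-/- sham. After TAC they were 16.7% (14.7% to 18.9%) in WT, 30.1% (26.8% to 33.6%) in CD3ϵ-/- and 27.0% (23.7% to 30.5%) in the labelled CD8-depleted group, so that the intervals of both groups lay above that of WT TAC. Both differences from WT TAC kept their direction under each of the 8 alternatives, and the alternative that moved the shares most, classing of single cells by marker reads, gave 43.1%, 51.8% and 50.3%. Ly6c-high monocyte-like cells were 10.6% (8.98% to 12.5%), 18.2% (15.5% to 21.2%) and 19.8% (16.9% to 23.0%) in the 3 TAC groups, and 1.43% and 0.971% in the sham groups. Ly6c-low monocyte-like cells were 6.08% (4.82% to 7.55%), 11.9% (9.65% to 14.4%) and 7.18% (5.36% to 9.39%) after TAC, and a rise over WT TAC was not detectable in the group labelled CD8-depleted TAC. In sham they were 5.72% (4.04% to 7.84%) in WT and 9.51% (7.12% to 12.4%) in CD3ϵ-/- mice. A rise of Ly6c-low cells from sham to TAC was thus not detectable in either genotype, and their share was higher in CD3ϵ-/- than in WT mice before TAC too. The split into Ly6c-high and Ly6c-low cells depended on the resolution. At a resolution of 2.0 a further Ly6c-high monocyte-like cluster, of 127 cells, was found. The Ly6c-low monocyte-like cluster then held 182 cells in place of 298, and the Ly6c-high shares of both sham groups were higher. The direction drawn from the group labelled CD8-depleted TAC rests on its label, since its share of cells with *Cd8a* or *Cd8b1* reads was not detectably lower.

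**Figure D1:**
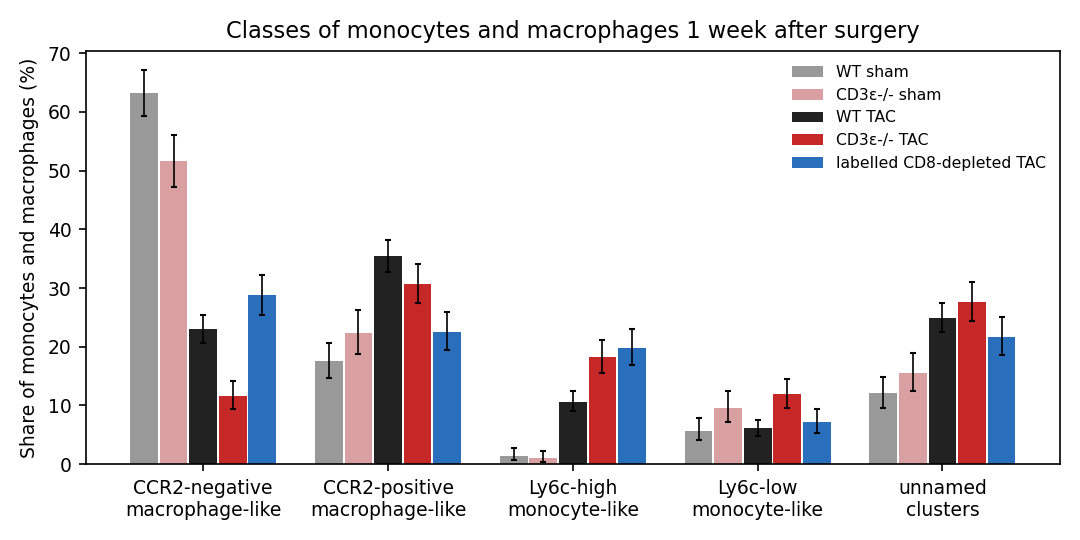
Share of monocytes and macrophages in each class (%, vertical axis) in the 5 groups (bars), with exact 95% binomial intervals as lines. CCR2-negative macrophage-like cells were highest in WT sham and lowest in CD3ϵ-/- TAC, and Ly6c-high monocyte-like cells were highest in the 2 TAC groups other than WT.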

Cluster 17, containing Ly6c^low^CCR2^+^ macrophages, was specifically increased in CD3ϵ^-/-^ mice and strongly expressed *Arg1*, a cardioprotective cytokine (9) (**Figure 4F**). 

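The cluster of monocytes and macrophages with the highest mean *Arg1* was cluster 17, at 3420.0 CPM, while the next highest, cluster 7, had 525 CPM. It held 55 of 740 monocytes and macrophages in CD3ϵ-/- TAC, or 7.43% (5.65% to 9.56%). In WT TAC it held 6 of 1251 (0.480%, 0.176% to 1.04%) and in the group labelled CD8-depleted TAC 11 of 682 (1.61%, 0.808% to 2.87%). It held 1 of 515 in CD3ϵ-/- sham and 0 of 629 in WT sham. In WT sham 3 cells would make 0.477%, and the exact interval reached 0.585%. Of all cells of the cluster, 75.3% came from CD3ϵ-/- TAC, so the cluster rests mainly on 1 sample. Its share was higher in CD3ϵ-/- TAC than in WT TAC under each of the 7 alternatives, with differences of 5.61 to 10.3 percentage points. The mean of *Ccr2* was 647 CPM and that of *Ly6c2* 147 CPM in this cluster, and it was led by *Saa3*, *Prg4*, *Cxcl13*, *Arg1* and *Fcna*. *Gata6* and *Icam2*, at 26.0 and 191 CPM, were also higher in it than in every other cluster of the monocytes and macrophages. Its cells had a median of 252563 reads, the highest of the 21 clusters.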

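Among the monocytes and macrophages, the mean of *Cd163* was highest in cluster 4, at 708 CPM, and next highest in cluster 6, at 174 CPM. Cluster 4 met the definition of CCR2-negative macrophage-like cells and had the lowest *Ccr2* of the monocytes and macrophages. After TAC it held 10.2% (8.53% to 12.0%) of the monocytes and macrophages in WT, 5.14% (3.66% to 6.98%) in CD3ϵ-/- and 12.6% (10.2% to 15.3%) in the group labelled CD8-depleted TAC, in which cells with *Cd8a* or *Cd8b1* reads were not detectably fewer. The interval of CD3ϵ-/- TAC lay below that of WT TAC, while the interval of the group labelled CD8-depleted TAC overlapped it. Before TAC it held 18.6% (15.6% to 21.9%) in WT and 7.57% (5.44% to 10.2%) in CD3ϵ-/- mice. Under the 7 alternatives the difference between the group labelled CD8-depleted TAC and WT TAC stayed between 1.76 and 4.81 percentage points, and that between CD3ϵ-/- TAC and WT TAC between -6.34 and -3.73 points.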

Cluster 5, which also contained Ly6c^low^CCR2^+^ macrophages, was increased in CD8^+^T cell-depleted TAC mice, but not in CD3ϵ^-/-^ mice, compared with WT TAC mice; these cells strongly expressed *Cd163*, a M2 type macrophage marker (**Figure 4F**). 

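Taken over all kept CD45+ cells, monocytes and macrophages were 62.9%, 61.7%, 77.5%, 80.5% and 76.3%. On the same scale, monocyte-like cells were 12.9% in WT TAC, 24.3% in CD3ϵ-/- TAC and 20.6% in the group labelled CD8-depleted TAC, against 4.50% and 6.47% in WT sham and CD3ϵ-/- sham. CCR2-positive macrophage-like cells were 27.4%, 24.7% and 17.2% of CD45+ cells in the 3 TAC groups. Of the monocytes and macrophages of the group labelled CD8-depleted TAC, CCR2-positive macrophage-like cells made up 22.6% (19.5% to 25.9%) and CCR2-negative macrophage-like cells 28.7% (25.4% to 32.3%). The share of CCR2-positive macrophage-like cells in the group labelled CD8-depleted TAC was below that of WT TAC under each of the 10 alternatives, with differences from -16.1 to -9.08 percentage points, and this direction too rests on the label of the group. In CD3ϵ-/- TAC it was below that of WT TAC under 9 of the 10 alternatives, and it was higher, at 38.1% of the monocytes and macrophages, when the cluster led by *Arg1* was named by its markers and counted in this class, an alternative chosen after seeing the data. By the naming rule that cluster belongs to this class, so the direction in CD3ϵ-/- TAC depends on keeping it apart. Shares of cells do not give the number of cells per heart.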

Although there are some differences in the subclusters of macrophages between CD8^+^T cell-depleted mice and CD3ϵ^-/-^ mice, the overall picture suggests the depletion of CD8^+^T cells facilitated the infiltration of monocytes into the heart and the expansion of Ly6c^low^CCR2^+^ macrophages.

Ly6c^high^CCR2^+^ cells are usually bone marrow-derived inflammatory macrophages, but here they showed both M1- and M2-like phenotypes expressing *Nos1, Trl2/4, Arg1*, and *Msr1*, probably because their seven days of residence in the heart modulated their phenotypes, in keeping with our previous finding that Ly6c^high^CCR2^+^ cells can convert from inflammatory cells into repairing M2-like cells expressing Msr1 and IGF-1 in the brain from day 3 to day 6 after ischemic brain injury (22). 

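*Nos1* reads stayed at the background, with a mean of 2.68 CPM in the Ly6c-high monocyte-like cluster 3 and 1.83 CPM in the unnamed cluster 7, where *Ly6c2* was 695 CPM, against 3.86 CPM in B cell-like cells. A *Nos1* read was found in 8.99%, 8.00%, 5.96%, 7.25% and 8.04% of thinned monocytes and macrophages and in 12.7%, 6.52%, 12.9%, 12.5% and 7.27% of thinned B cell-like cells. The summed reads of *Nos2* came to at most 1.56 CPM in any group. *Tlr2* was 204 CPM in cluster 3 and 261 CPM in cluster 7, against 17.0 CPM in B cell-like cells, and *Tlr4* was 29.3 and 23.2 CPM, against 4.81 CPM. *Msr1* was 404 CPM in cluster 3 and 9.46 CPM in B cell-like cells. Mean *Arg1* was 183 CPM in cluster 3, against 16.4 CPM in B cell-like cells. Of the *Arg1* reads of monocytes and macrophages, 91.6% came from cluster 17 in CD3ϵ-/- TAC, 5.45% in WT TAC and 9.97% in the group labelled CD8-depleted TAC.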

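Mean *Msr1* was highest in cluster 17, at 900.1 CPM, followed by the *Spp1*-led cluster 7 at 683 CPM and the Ly6c-high monocyte-like cluster 3. The *Cd163*-led cluster 4 had 278 CPM and the Ly6c-low monocyte-like cluster 9 had 204 CPM. The other macrophage-like clusters had 158 CPM (cluster 1), 150.2 CPM (cluster 2), 180.1 CPM (cluster 5), 146 CPM (cluster 6) and 16.6 CPM (cluster 11). Cluster 7 held 11.7% (9.94% to 13.6%) of the monocytes and macrophages of WT TAC, 7.70% (5.89% to 9.86%) of those of CD3ϵ-/- TAC and 9.24% (7.17% to 11.7%) of those of the group labelled CD8-depleted TAC.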

Because clusters 4, and 9 also highly expressed *Msr1* (**Figure 4F** **)**, these data suggest that a lack of CD8^+^T cells increases the numbers of both resident and infiltrated macrophages and monocytes and also promotes phenotypic conversion into M2-type like cells.

### Cardiac Macrophage Differentiation Defined by RNA Velocity Analysis

To further investigate the difference in monocyte/macrophage differentiation between WT, CD3ϵ^-/-^, and CD8^+^T cell-depleted TAC mice, we performed RNA velocity analysis against monocyte/macrophage subclusters (**Figures 5A, B**). In sham mice, the direction of differentiation of resident macrophages was similar among WT and CD3ϵ^-/-^ mice. In TAC mice, the direction of Ly6c^hi^ monocytes (clusters 0, 7, and 12) was similar among WT and CD3ϵ^-/-^ mice (**Figure 5C**). There seems to be two types of monocyte-like cells (clusters 3 and 5), which are probably a different population from the peripheral blood monocyte (cluster 7: Ly6C^high^, 12: Ly6C^low^). There was a direction from cluster 3 to cluster 5 and 0 or cluster 10, with a particularly strong direction to cluster 5 and 0 in WT TAC mice. Whereas, in CD3ϵ^-/-^ TAC mice, there was strong direction from cluster 5 to cluster 3 and 10. In CD3ϵ-/- and CD8^+^T cell-depleted TAC mice, the direction from cluster 3 to cluster 4 was also observed. Especially in CD8^+^T cell-depleted TAC mice, there was a strong supply flow from cluster 3 to resident macrophages (cluster 1, 2, 4, and 8). In addition, our velocity analysis indicated that CD3ϵ^-/-^ TAC mice-specific cluster 13 originated from cluster 10 (**Figure 5C**). These results showed a pathway from cluster 3 and 5 (CCR2^+^monocyte-like cells) to cluster 10 and 13 (resident macrophages) and this flow was facilitated in the absence of CD8^+^T cells.

**Figure 5:**
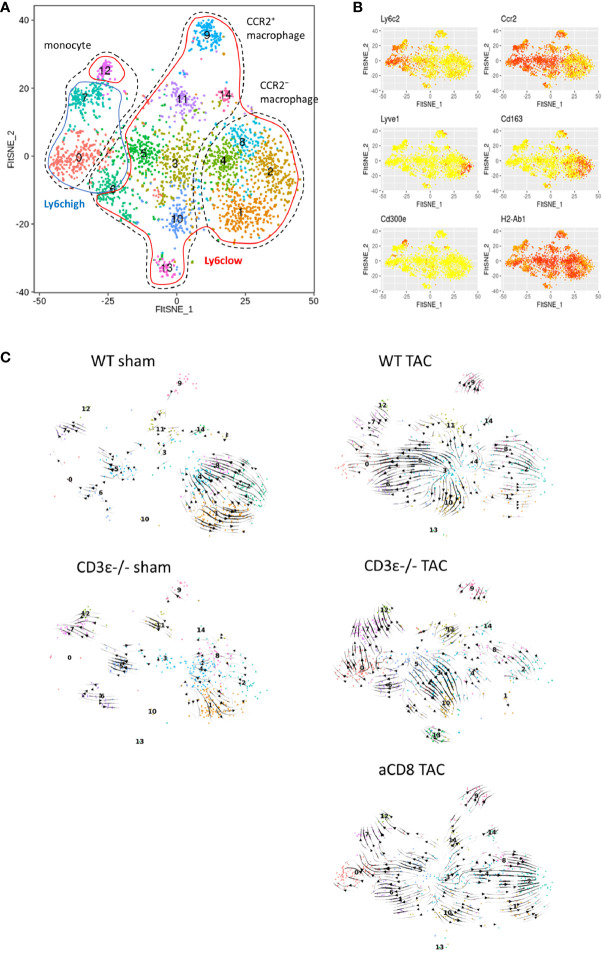
Cardiac macrophage differentiation defined by RNA velocity analysis. **(A)** scRNAseq FltSNE display of cardiac monocyte/macrophage subpopulation 1 week after sham/TAC operation. **(B)** Indicated gene expressions on the FltSNE plot. **(C)** RNA velocity analysis of cardiac monocyte/macrophage clusters sham and 1 week after operation in WT, CD3ϵ^-/-^, and CD8^+^T cell depleted TAC mice. Analysis was against monocyte/macrophage clusters (CD45^+^ cell clusters 1 to 7, 9, 10, 12, and 17 in **Figure 4C**).

### CD8^+^T Cells Affect Expression Patterns of Macrophage Repairing Factors

Next, we compared the characteristics of cardiac monocytes/macrophages whose numbers were increased by TAC. As shown in **Figures 6A, B**, clusters expressing *Csf1, Il10, Ptgs2, Areg*, and *Msr1* were increased in CD3ϵ^-/-^ mice and CD8^+^T cell-depleted mice compared with WT mice, suggesting that the macrophages and monocytes whose numbers were increased in CD3ϵ^-/-^ mice and CD8^+^T cell-depleted mice had M2-type like characters. 

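In the summed reads of all monocytes and macrophages, *Csf1* was 8.40 CPM (7.95 to 8.86) in WT TAC, 8.23 CPM (7.71 to 8.77) in CD3ϵ-/- TAC and 27.8 CPM (26.7 to 29.0) in the group labelled CD8-depleted TAC, which gave log2 ratios to WT TAC of -0.03 (-0.15 to 0.09) and 1.73 (1.63 to 1.83). The ratios of *Il10* were 0.47 (0.29 to 0.65) and -0.01 (-0.23 to 0.21), at 3.12, 4.33 and 3.10 CPM. Those of *Ptgs2* were -0.03 (-0.09 to 0.02) and 0.62 (0.57 to 0.67), at 45.0, 44.0 and 69.2 CPM. *Msr1* had ratios of 0.50 (0.49 to 0.52) and 0.01 (-0.01 to 0.03), at 285, 404 and 286 CPM. Of these 4 genes and *Areg*, 3 were higher in CD3ϵ-/- TAC than in WT TAC (*Areg*, *Il10* and *Msr1*), and 3 were higher in the group labelled CD8-depleted TAC (*Csf1*, *Ptgs2* and *Msr1*), where *Msr1* differed by less than its interval. The direction changed under 2 alternatives. With the mean over cells in place of summed reads, *Csf1* in CD3ϵ-/- TAC had a log2 ratio of 0.29, *Ptgs2* 0.49, and *Il10* in the group labelled CD8-depleted TAC 0.35. With cells thinned to 1 depth, *Il10* in the group labelled CD8-depleted TAC had 0.42. Few cells carried these reads, apart from *Msr1*. After thinning, *Csf1* was read in 3.68%, 4.44% and 7.57% of the monocytes and macrophages of the 3 TAC groups and in 1.43%, 0% and 1.82% of their B cell-like cells. *Il10* was read in 1.49%, 3.11% and 2.21% of the monocytes and macrophages, with the same shares of B cell-like cells as *Csf1*. *Ptgs2* was read in 8.33%, 9.76% and 11.8%, against at most 1.82% of B cell-like cells, and *Msr1* in 54.0%, 68.3% and 60.6%, against 7.14%, 9.38% and 3.64% of B cell-like cells. A single cell gave 26.1%, 22.1% and 23.2% of the *Csf1* reads. In CD3ϵ-/- TAC, cluster 17, with 55 of the 740 cells, gave 39.8% of the *Msr1* reads, 33.3% of the *Il10* reads and 46.7% of the *Areg* reads of monocytes and macrophages. The higher levels of these genes there thus rest in large part on that cluster, and ratios without it were not computed.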

We also observed that the monocytes and macrophages whose numbers were increased in CD3ϵ^-/-^ mice and CD8^+^T cell-depleted mice expressed higher levels of tissue-repairing factors such as *Igf1, Areg*, and *Osm* (9, 23, 24); *Igf1* was upregulated in monocyte/macrophage clusters 2, 8, 10, and 13 (**Figure 6C**, left panel), *Osm* was particularly upregulated in monocyte/macrophage cluster 0, 6, 7, and 13 (**Figure 6C**, right panel), and *Areg* was diffusely expressed in the clusters of Ly6c^low^ (**Figure 6C**, middle panel). Upregulation of these genes in mononuclear cells depleted of T cells and B cells was confirmed through conventional RT-PCR analysis (**Figure 6D**).

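*Igf1* came to 193 CPM (191 to 195) in WT TAC, 162 CPM (159.6 to 164) in CD3ϵ-/- TAC and 159 CPM (157 to 162) in the group labelled CD8-depleted TAC, over all monocytes and macrophages. Its log2 ratio to WT TAC was -0.25 (-0.28 to -0.23) in CD3ϵ-/- TAC and -0.28 (-0.31 to -0.25) in the group labelled CD8-depleted TAC, and it was below 0 in both under each of the 4 alternatives that changed its value. The mean over cells moved it most, to -0.46 and -0.07. *Igf1* was read in 31.5% (28.8% to 34.2%), 25.3% (22.1% to 28.8%) and 31.4% (27.8% to 35.2%) of the thinned monocytes and macrophages of the 3 groups, and in 1.43%, 4.69% and 3.64% of B cell-like cells. *Osm* came to 113 CPM (112 to 115), 159.6 CPM (157 to 162) and 171 CPM (168 to 173), with log2 ratios of 0.49 (0.46 to 0.52) and 0.59 (0.56 to 0.62). It was read in 25.2% (22.7% to 27.8%), 34.2% (30.6% to 37.9%) and 31.7% (28.1% to 35.5%) of thinned cells, against 2.86%, 3.12% and 5.45% of B cell-like cells. *Areg* came to 6.10 CPM (5.72 to 6.50), 9.30 CPM (8.75 to 9.88) and 4.58 CPM (4.13 to 5.06), with log2 ratios of 0.61 (0.48 to 0.74) and -0.41 (-0.59 to -0.24). The ratio in the group labelled CD8-depleted TAC turned to 0.53 when cells were thinned to 1 depth. *Areg* reads were found in 12 of 1251 cells in WT TAC, 6 of 740 in CD3ϵ-/- TAC and 6 of 682 in the group labelled CD8-depleted TAC, and 1 cell gave 36.7%, 41.9% and 51.7% of them. The share of thinned cells with an *Areg* read was 0.964%, 0.888% and 0.946%, and a difference between the groups was not detectable. In the sham groups *Igf1* came to 189.9 and 132 CPM, *Osm* to 82.8 and 116 CPM, and *Areg* to 10.7 and 39.0 CPM. In these groups 1 cell gave 36.5% and 54.4% of the *Areg* reads, and without it *Areg* came to 6.79 and 17.9 CPM. From its expression patterns and its RNA velocity analysis, which was not analysed here, the paper proposes that loss of CD8+T cells leaves room for monocytes, some of which divide and become CCR2-positive macrophages that make these factors.

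**Figure D2:**
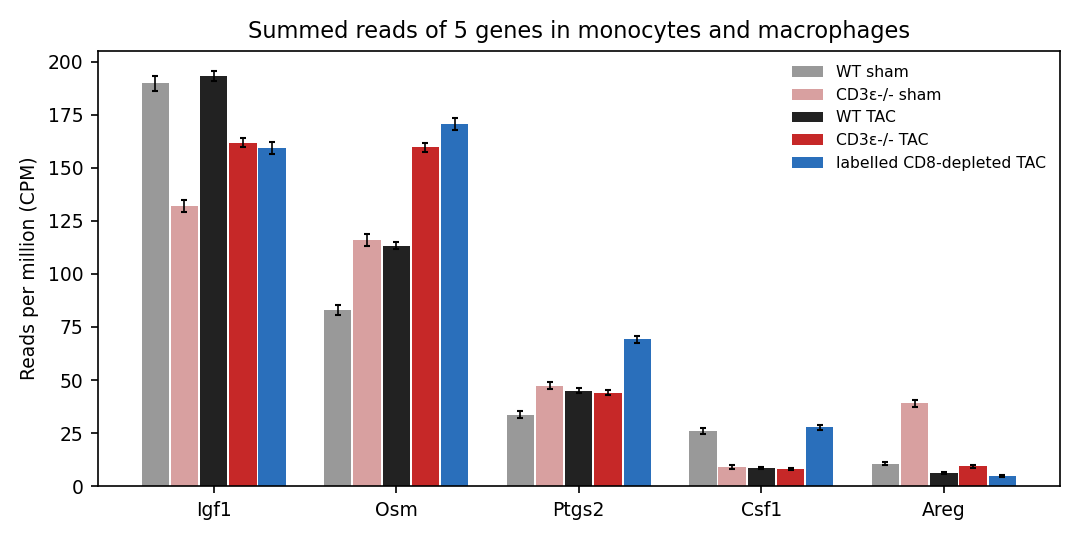
Summed reads per 1000000 reads (CPM, vertical axis) of *Igf1*, *Osm*, *Ptgs2*, *Csf1* and *Areg* in the monocytes and macrophages of the 5 groups (bars), with exact 95% Poisson intervals as lines. *Osm* was highest in the group labelled CD8-depleted TAC and *Igf1* was higher in WT TAC than in the other 2 TAC groups.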

**Figure 6:**
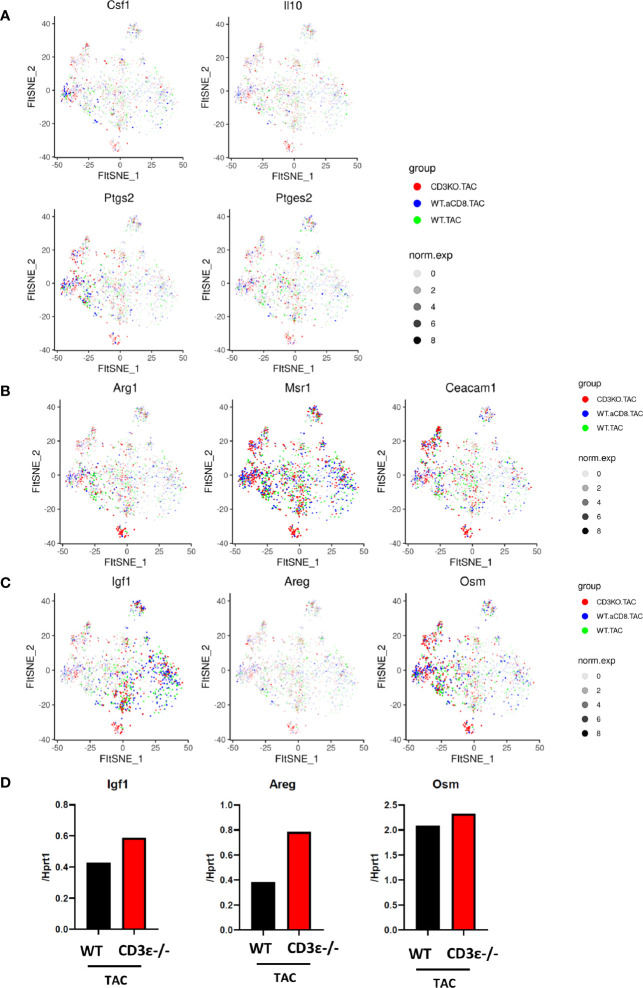
CD8^+^T cells affect expression patterns of macrophage repairing factors. **(A, B)** Gene expression of CD45-positive cells 1 week after TAC in monocyte/macrophage clusters. **(C)** Expression of *Igf1, Areg*, and *Osm* 1 week after TAC (red: CD3ϵ^-/-^KO TAC; blue: CD8^+^T cell depleted TAC; green: WT TAC) in monocyte/macrophage clusters. norm.exp: normalized expression [ln(x+1)]. **(D)** mRNA (*Igf1, Areg*, and *Osm/Hprt1*) of CD45^+^ (CD3ϵ^-^ CD19^-^ Ly6g^-^) cells collected from 4-10 pooled hearts 1 week after TAC.

From RNA velocity analysis and expression pattern, we propose that the absence of CD8^+^T cells creates a niche for monocytes and allows some of these cells to proliferate and differentiate after TAC into Ly6c^low^CCR2^+^ macrophages expressing tissue-repairing growth factors that cause cardioprotective hypertrophy.

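The unnamed cluster of proliferating monocytes and macrophages, led by *Mki67* (cluster 10), held 6.55% (5.25% to 8.07%) of the monocytes and macrophages of WT TAC, 5.68% (4.12% to 7.59%) of those of CD3ϵ-/- TAC and 8.06% (6.13% to 10.4%) of those of the group labelled CD8-depleted TAC. It held 4.77% and 4.27% in WT sham and CD3ϵ-/- sham. The intervals of the 3 TAC groups overlapped, so a difference between them was not detectable at this number of cells. Mean *Adgre1* was 351 CPM and mean *Ly6c2* 9.20 CPM in this cluster.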

## Discussion

The absence of CD4^+^T cells has been reported to alleviate heart failure in the chronic phase of TAC (13). To date, it has been supposed that the absence of CD4^+^T cells suppressed macrophage infiltration and fibrosis following compensatory hypertrophy. In the present study, however, we found that the absence of CD8^+^T cells increases the degree of compensatory hypertrophy but suppresses subsequent heart failure. scRNAseq analysis of myocytes confirmed the protective role of myocytes and their differentiation in the absence of CD8^+^T cells. These data raise a discrepancy between heart hypertrophy and failure; heart hypertrophy in the absence of CD8^+^T cell does not induce more heart failure. We have shown that there are two types of heart hypertrophy; one is compensatory “protective” and the other is “destructive” depending on the time and conditions (16). During early hypertrophy, cardiomyocytes activate mitochondrial translation/metabolism genes, whose expression is correlated with cell size and linked to ERK1/2 and NRF1/2 transcriptional networks. While in late hypertrophy, p53 signaling is activated, followed by mitochondrial inhibition, morphological elongation, and heart failure gene program activation. Thus, we propose that CD8^+^T cells suppress early phase protective heart hypertrophy while CD4^+^T cells suppress late phase destructive hypertrophy which leads heart failure. We propose that CD4^+^ and CD8^+^T cells play different roles in the early and late phases of pressure overload-mediated compensatory cardiomyocyte hypertrophy.

CD8^+^T cells are present in the heart and increased by TAC, but their number is still small. Thus, we suspected that CD8^+^T cells did not directly cause changes in myocytes, but rather affected macrophage phenotype, which has been shown to play important roles in cardiomyocyte hypertrophy and heart failure (25, 26). Macrophage depletion by clodronate liposomes rapidly worsened left ventricular ejection function and led to cardiomyopathy in hypertensive rats (27). In this model, clodronate has been shown to reduce the influx of CD4^+^T cells, yet the molecular mechanism underlying the protective role of macrophages has remained to be clarified until now. Our scRNAseq analysis suggested that these protective effects arise from secreted growth factors and cytokines. Areg produced by Ly6c^low^ macrophages is important for compensatory hypertrophy, and the infusion of Areg^-/-^ Ly6c^low^ macrophages into the myocardium cannot reverse the worsening of heart failure that is caused by the decrease in Ly6c^low^ macrophages (9). IGF-1 has been shown to be required for proper compensatory hypertrophy (23). Oncostatin M is a controversial factor in cardiomyopathy and fibrosis; in myocardial infarction models, however, it causes partial cardiomyocyte dedifferentiation and initially protects damaged myocardium, but long-term induction promotes chronic heart failure (28) and inhibits excessive fibrosis in pressure-overload heart failure models (24).

scRNA sequencing analysis revealed that muscle cells from CD8^+^T cell-depleted or CD3ϵ^-/-^ mice are different in metabolic features from those of WT mice after TAC, and modules M6 and M12 as the gene modules that were most drastically different between WT mice and CD8^+^T cell depleted or CD3ϵ^-/-^ mice (**Figures 3C, D** **)**. ME6 contains genes related to mitochondrial ATP synthesis, and the expression of these genes are lower in CD3ϵ^-/-^ mice and CD8^+^T cell-depleted mice than WT mice. This seems to be contradictory to the notion that cardioprotective hypertrophy links to mitochondrial gene activation (16). We still do not fully understand why reduction of ME6 associates with T cell-depletion, however, we suspected that the decrease in M6 genes linked reduced oxidative stress, and increase of ME12 which contains translation, ATP metabolic process and translation is the genes related to wound healing programs and can overwhelm the effects of the reduction of ME6. Further study is necessary to define the molecular mechanism of protective hypertrophy by T cell depletion.

There are three types of cardiac tissue macrophages: the completely self-renewing TIMD4^+^ LYVE1^+^ group, the MHC-II^+^ group, which is derived from the TIMD4^+^ group, and the CCR2^+^ group, which represents monocyte-derived macrophages (29). In the present study, scRNAseq of tissue macrophages after TAC revealed CCR2-negative, self-renewing clusters, which probably include the TIMD4^+^ LYVE1^+^ group and the MHC-II^+^ group. 

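*Lyve1* and *Timd4* were highest, among the CCR2-negative macrophage-like clusters, in the *Cd163*-led cluster 4, with means of 636 and 59.0 CPM. They were 18.0 and 5.05 CPM in cluster 1 and 9.40 and 1.75 CPM in cluster 6. *H2-Ab1*, a gene of MHC-II, was 7444 CPM in cluster 1, 7201 CPM in cluster 6 and 2182 CPM in cluster 4. The *Arg1*-led cluster 17 also had 122 CPM of *Lyve1* and 86.7 CPM of *Timd4*, the latter above cluster 4. Over all monocytes and macrophages, a *Timd4* read was found in 7.68%, 3.11%, 2.19%, 3.70% and 3.31% of thinned cells, against at most 1.56% of B cell-like cells in any group. *Lyve1* was read in 12.7%, 6.22%, 4.56%, 2.66% and 4.73% of them, against at most 3.12% of B cell-like cells.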

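The reads of *Igf1*, *Osm* and *Areg* were traced to the clusters that held them, as a share of the gene's reads in all kept CD45+ cells of WT TAC, CD3ϵ-/- TAC and the group labelled CD8-depleted TAC, in this order. Of the *Igf1* reads, 45.9%, 40.6% and 23.4% came from the CCR2-positive macrophage-like cluster 5, 22.1%, 15.0% and 35.7% from the CCR2-negative macrophage-like cluster 4 and 1.65%, 21.3% and 4.23% from the *Arg1*-led cluster 17. Of the *Osm* reads, 29.0%, 27.9% and 49.1% came from the Ly6c-high monocyte-like cluster 3, 36.2%, 14.9% and 19.2% from the unnamed *Spp1*-led cluster 7 and 0.372%, 23.4% and 2.79% from cluster 17, while the CCR2-positive macrophage-like cluster 2 gave 8.00%, 5.74% and 6.74%. Of the few *Areg* reads, 50.5%, 36.2% and 24.7% came from cluster 7, 0%, 40.3% and 0% from cluster 17, 1.51%, 13.7% and 23.3% from innate lymphoid cell-like cells (cluster 15) and 0%, 0% and 40.3% from T cell- or NK cell-like cells. Mean *Igf1* was 419 CPM in cluster 5, 564 CPM in cluster 4 and 215 CPM in cluster 17, against 5.00 CPM in B cell-like cells.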

Within the Ly6c^low^ group of macrophages that proliferates 1 week after TAC, on the other hand, it is the CCR2^+^ macrophages that are affected by the absence of CD8^+^T cells and that produce the growth factors (IGF-1, AREG, OSM) which are supposed to be involved in reduced heart failure. Therefore, although we did not observe strong differences of macrophages in the spleen between WT and CD3ϵ^-/-^ mice, we cannot completely exclude the possibility that there are systemic effects of CD8^+^T cell depletion on CCR2^+^ monocytes. 

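*Cd8a* reads were looked for in monocytes and macrophages and in dendritic cell-like cells. The paper could not characterize CD8+ cells among its macrophages and dendritic cells. At full depth, a *Cd8a* read was found in 0.159%, 0%, 0.320%, 0.270% and 0.147% of the monocytes and macrophages, which were 1, 0, 4, 2 and 1 cells. For the 0 of 515 in CD3ϵ-/- sham, 3 cells would make 0.583%. A *Cd8a* read was found in 1, 2, 4, 2 and 2 dendritic cell-like cells, or 0.990%, 2.17%, 2.29%, 3.51% and 3.12% of them, where the reads came to 1.90, 6.01, 10.0, 5.03 and 16.3 CPM. No B cell-like cell had one, of 106, 135, 99, 84 and 74. *Cd8b1* was read in no cell of the monocytes and macrophages and in 1 dendritic cell-like cell of WT TAC.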

Removal of CD8^+^ macrophages and its effects are important points, however, we could not characterize CD8^+^macrophage and DCs by our scRNAseq analysis. In addition, CD3ϵ gene disruption supposed not to affect macrophages.

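Expression in monocytes and macrophages was compared between the 2 CD3ϵ-/- groups and the 3 other groups. Among 7364 genes with at least 20 CPM in 1 or more groups, no gene had its lowest level in 1 genotype at 4 or more times its highest level in the other. The 9 other ways to part the 5 groups into 2 and 3 gave from 0 to 19 genes, the most for the split of sham against TAC. No gene was found either when the mean over cells was used in place of summed reads. *Cd3e* itself lay under the limit of 20 CPM, at 4.82 CPM (4.28 to 5.42) in CD3ϵ-/- sham and 6.17 CPM (5.72 to 6.64) in CD3ϵ-/- TAC, and 0.378, 0.533 and 0.251 CPM in the other 3 groups. *Nnt* was lower in CD3ϵ-/- sham and CD3ϵ-/- TAC, at 15.3 and 12.8 CPM, than in WT sham, WT TAC and the group labelled CD8-depleted TAC, at 45.4, 32.1 and 36.3 CPM.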

The most important question remained is how CD8^+^T cells affect heart-resident and blood-derived macrophages. CD8^+^T cells may directly or indirectly modulate the number and activation of cardiac macrophages. There is a possibility that macrophages are directly killed by CD8^+^T cells. In addition, a heart infarction model recently proposed that M-CSF is produced by CD8^+^T cells (12). M-CSF from cardiomyocytes and infiltrated monocytes has been shown to play important roles in the numbers of heart macrophages and the proportions of M2 phenotypes (30). Systemic GM-CSF may also increase the numbers of cardiac-resident Ly6^low^ macrophages (9). In keeping with this hypothesis, we observed increased M-CSF in the heart in the absence of CD8^+^T cells. The molecular mechanism by which CD8^+^T cells reduce M-CSF expression remains to be clarified. For example, to clarify the role of CD8^+^T cells in the heart, CD8^+^T cells from injured hearts could be transferred into naïve mice. It is of interesting whether CD8^+^T cells generated during TAC induce chronic changes in heart, change in macrophage phenotypes and make disease progressively worse. In addition, TCR analysis of hear resident CD8^+^T cells will facilitate the understanding how CD8^+^T cells modulate heart failure.

In conclusion, this is the first report showing that CD8^+^T cells in the heart are associate with the conversion of resident and infiltrated macrophages into cardioprotective macrophages, leading to heart-destructive cardiomyocyte hypertrophy. We propose that CD8^+^T cells could serve as a novel target in the prevention of heart failure. Identification of antigens that are recognized by heart CD8^+^T cells could uncover the precise mechanism of heart CD8^+^T cell-macrophage interaction. In addition, it is necessary to define the possibility whether long-term immunosuppression would be effective for heart failure.

## Materials and Methods

### Mice

C57BL/6N mice were purchased from CLEA JAPAN. *Cd3*ϵ^-/-^ and OT-I-TCR transgenic mice have been described previously (31). All mice had a C57BL/6 genetic background. Male mice, aged 8 weeks and weighing 20–25 g, were used under cohousing conditions in specific pathogen-free facilities. All animal experiments were approved by the Animal Research Committee and Ethics Committee of Keio University School of Medicine.

### Induction of TAC and Echocardiography

Mice underwent TAC to induce heart failure or a sham operation (32). In TAC, the transverse aorta was constricted with a 7-0 nylon suture across a 27-gauge blunt needle, which was removed after constriction. Transthoracic echocardiography was performed with a Vevo 2100 instrument (VisualSonics) equipped with an MS-400 imaging transducer. Mice were anesthetized during the echocardiographic examination, and heart rate was maintained at 500 to 550 bpm in all mice. M-mode echocardiographic images were obtained from the longitudinal axis to measure left ventricular size and function.

### Cell Preparation and Flow Cytometry (FCM) Analysis

Each mouse was deeply anesthetized and intracardially perfused with 40 mL of ice-cold PBS to exclude blood cells. The heart was dissected, minced with fine scissors, and then enzymatically digested with a cocktail of type II collagenase (Worthington), elastase (Worthington), and DNase I (Roche Diagnostics) for one hour at 37°C with gentle agitation as described elsewhere (33). After digestion, the tissue was triturated and passed through a 70-µm cell strainer. Leukocyte-enriched fractions were isolated through 40% to 65% Percoll (GE Healthcare) density gradient centrifugation as described elsewhere. Cells were removed from the interface and washed with RPMI-1640 supplemented with 2% FBS cell culture medium for further analysis. To prevent the nonspecific binding of antibodies to Fc receptors, isolated cells were first incubated with anti-CD16/32 antibody (2.4G2) at 4°C for five minutes. FCM data were acquired with a FACSCanto II (BD Biosciences) and analyzed with FlowJo 9.9.3 software (FlowJo). All antibodies and reagents are described in **Supplementary Table 1**.

### Histologic Assessment

The heart tissue was fixed in paraformaldehyde overnight, and 5-µm tissue sections were cut and stained with Masson’s trichrome staining or Wheat Germ Agglutinin (WGA)-Rhodamine conjugate (Vector) and DAPI. Measurements and analysis were performed using a BZ-X800 fluorescence microscope and accompanying software (Keyence).

### RNA-Seq and Single-Cell RNA-Seq Analysis of Mouse Cardiomyocytes

Cardiomyocytes were isolated using Langendorff perfusion from the left ventricular free wall 2 weeks after TAC or sham operation. Echocardiography was used to assess whether the heart was appropriately exposed to pressure overload. Mice whose hearts had not been appropriately exposed to pressure overload were excluded from single-cardiomyocyte RNA-seq analysis. Enzymatic dissociation using Langendorff perfusion was performed as described previously (16). To prevent hypercontraction, the cardiomyocytes were resuspended in medium (NaCl 130 mM, KCl 5.4 mM, MgCl2 0.5 mM, NaH2PO4 0.33 mM, D-glucose 22 mM, HEPES 25 mM, FBS 0.2%, pH 7.4) containing a low concentration of calcium (0.1 mM). For bulk RNA-seq of myocardium, cardiomyocytes were lysed and mRNA was extracted using RNeasy Micro Kit (QIAGEN) as described (34). The analysis was performed by GENEWIZ. For scRNAseq, rod-shaped live cardiomyocytes were collected immediately after isolation from two mice with a 0.2–2-µL pipette (sample volume, 0.5 µL) and incubated in lysis buffer. Single-cell cDNA libraries were generated using the Smart-seq2 protocol and the efficiency of reverse transcription was assessed by examining the cycle threshold (Ct) values of control genes (Tnnt2) from quantitative real-time polymerase chain reaction (q-PCR). The following primer sets were used for qPCR: Tnnt2 mRNA forward, TCCTGGCAGAGAGGAGGAAG; Tnnt2 mRNA reverse, TGCAGGTCGAACTTCTCAGC. A Ct value of 25 was set as the threshold. The libraries were sequenced on a HiSeq 2500. RefSeq transcripts (coding and non-coding) were downloaded from the UCSC Genome Browser (http://genome.ucsc.edu). Reads were mapped to the mouse genome (mm9) with the parameters “-g 1 -p 8 mm9—no-coverage-search” using TopHat (35). FPKM was calculated with reads mapped to the nuclear genome (36). We removed the low-quality cardiomyocytes with less than 3,000 detected genes for the downstream analysis. Analysis of the single-cell transcriptome profiles was performed using the R statistical language and environment (16). For weighted co-expression network analysis, all genes expressed at an FPKM value of ≥5 in at least 5 cardiomyocytes were used to construct a signed network using the WGCNA R package (37). Gene ontology analysis was performed using DAVID (38). For pseudotime analysis, Slingshot was used to detect trajectories (39).

### Single-Cell RNA-Seq Analysis of CD45-Positive Mouse Cells

One week after TAC surgery, heart CD45⁺ cells were isolated using an autoMACS Pro Separator by positive selection after Percoll enrichment. To obtain single-cell RNA-seq data, we used an BD Rhapsody system (BD Biosciences) and TAS-Seq as previously reported (40). A single-cell suspension of ~20,000 cells was captured from all isolated cells, without selection, on an array of >200,000 microwells through a limited dilution approach. Beads with oligonucleotide barcodes were added to saturation so that one bead was paired with each cell in a microwell. After exposure to cell lysis buffer, polyadenylated RNA molecules hybridized to the beads. Beads were retrieved into a single tube for reverse transcription and Exonuclease treatment. cDNA amplification was performed by using TAS-Seq approach. Sequencing libraries were prepared by using NEBNext Ultra II FS library prep kit for Illumina (New England Biolabs). The sequencing analysis were performed by ImmunoGeneTeqs, Inc (Chiba, Japan) by a Novaseq 6000 sequencer (Illumina, San Diego, CA, USA) and a Novaseq S4 200 cycles v1.5 kit (Illumina).

### Fastq Data Preprocessing and Demultiplexing of scRNAseq Data of Mouse CD45 Positive Cells

Pair-end fastq files (R1: cell barcode reads, R2: RNA reads) of TAS-Seq data were processed as a previous report. For assignment of each tag to each cell barcode, read counts of each tag in each valid cell barcode, which is defined by the cDNA matrix, were extracted from the tag/cell barcode expression matrix. Unassigned cell barcodes were labeled as “not-detected” cells. Then, a sum of the total read counts of each tag was normalized to the minimum sum count of each tag, and log_2_ fold-change between first most tag counts and second most tag counts within each cell barcode. Each cell barcode was ranked by the fold-change ascending order, and the top 3.28% cells were identified as doublets, which were theoretically detectable doublets calculated by the Poisson’s distribution based on the number of loaded cells, total Rhapsody well number, and the number of tags used. 

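In the deposited matrix, 40 cells were marked as hashtag doublets, or 0.746% of its cells. They had a median of 142427 reads. If cells pair at random, 78.6% of doublets join cells of 2 groups and can be seen by their hashtags, and if these 40 were all that the hashtags could show, 0.204% of the cells of the matrix would be doublets within 1 group. A further 8 cells had no hashtag, and 5315 cells were assigned to the 5 groups.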

Finally, remained cell barcodes were assigned to the first most counted tags.

### Single-Cell Clustering and Annotation of Mouse CD45 Positive Cells

Clustering of single cells of each dataset was performed by using Seurat v2.3.4 (41) in R 3.6.3. Seurat object for each dataset was created by using CreateSeuratObject function (min.cells=5, min.genes=500). Cells of which mitochondrial gene proportion over 0.4 was filtered out by FilterCells function in Seurat v2.3.4. On the mitochondrial gene proportion vs nGene plot, the nGene low and mitochondrial gene high dead cells are mainly mitochondrial gene proportion above 0.4. The population between 0.25 and 0.4 was also minor, thus we filtered out mitochondrial gene proportion over 0.4. 

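Of the cells assigned to a group, 52 had a mitochondrial share above 0.4, with a median of 955.5 genes, and 25 of them came from WT sham. Between 0.25 and 0.4 there were 43 of the 5263 kept cells, or 0.817%, with a median of 2095 genes, against 3934 in cells at or under 0.25. Per group they were 10, 6, 10, 10 and 7 cells. No kept cell had fewer than 1071 genes.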

The expression data was normalized by normalizeData function (scale.factor = 1,000,000), and scaled with ScaleData function in Seurat v2.3.4. Read counts of each cell within each dataset were regressing out as a confounding factor within ScaleData function. Highly-variable genes of each dataset were identified using FindVariableGenes function in Seurat v2.3.4. with the following parameters: mean.function = ExpMean, dispersion.function = LogVMR, x.low.cutoff = 0.1, x.high.cutoff = Inf, y.cutoff = 0.5. Then, principal component analysis (PCA) against identified highly-variable genes and projection of PCA onto entire data was performed using RunPCA (number of calculated PCs were 100) and ProjectPCA functions in Seurat v2.3.4. Enrichment of each PC was calculated using JackStraw function (num.replicate = 100), and PCs that were significantly enriched statistically (p ≤ 0.05) were selected for clustering and dimensional reduction analyses. Cell clustering was performed using FindClusters function (resolution = 1.5) in Seurat v2.3.4 against the significant PCs, and dimensional reduction was performed using python wrapper of Fast interpolation-based t-stochastic neighbor embedding (FIt-SNE) (42) v1.2.1 (perplexity = 100, df = 0.9, random_seed=42, max_iter=1000, and all the other parameters were set as defaults) through reticulate package (https://github.com/rstudio/reticulate) in R 3.6.3. 

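With 6567 variable genes and 85 principal components at a JackStraw p of at most 0.05, this resolution gave clusters of 24 to 498 cells. A resolution of 1.0 gave 18 clusters, a resolution of 2.0 gave 23, and the first 30 principal components gave 22.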

Statistically significant marker genes of each identified cluster were identified using parallelized FindMarkers function in Seurat v2.3.4 (test.use=“wilcox”, only.pos=TRUE, min.pct=0.1, logfc.threshold=0.25, adjusted p (Bonferroni correction) ≤ 0.05). Then, each identified cluster was manually annotated by their marker genes that were previously reported as cell subset-defining marker genes, and the lineage marker double-positive cells were annotated as doublets. Next, we further sub-clustered monocytes/macrophages using Seurat v2.3.4 by the similar workflow of whole-cell data, and incorporate their annotation into Seurat object of whole-cell data (resolution = 2, perplexity=50, df = 0.9). Cell subset annotations and their compositions were visualized in 2D FIt-SNE space and stacking plot, respectively. All of the identified marker genes are shown in **Supplementary Table 2**.

### RNA Velocity Analysis of Monocytes and Macrophages

For RNA velocity analysis, TAS-Seq data cDNA reads were mapped to reference genome (build GRCm38_101) by using HISAT2-2.2.1 (43) by the following parameters: -q -p 6 –rna-strandness F –very-sensitive –seed 656565 –reorder –omit-sec-seq –mm. For HISAT2 index build, Corresponded ensembl gtf file was filtered to retain protein-coded RNA, long non-coding RNA, and T cell chain/immunoglobulin chain annotations according to 10X Genomics’s method (https://support.10xgenomics.com/single-cell-gene-expression/software/pipelines/latest/advanced/references#mkgtf). Then, cell barcode information of each read were added to the HISAT2-mapped BAM files, and associated gene annotations were assigned by using featureCounts v2.0.2 (44) by following parameters: -T 2 -Q 0 -s 1 -t gene -g gene_name –primary -M -O –largestOverlap –fraction -R BAM. In featureCounts analysis, “gene” annotation was used for capturing un-spliced RNA information for RNA velocity analysis, and primary annotations were kept. Then, resulted BAM file was split by valid cell barcodes by using nim 1.0.6 and hts-nim v0.2.23. Resulted BAM files were processed into loom files by using velocyto run with -c and -U option, and the loom files were concatenated by loompy.combine function (45). RNA velocity estimation of sub-clustered monocytes/macrophages was performed by using scVelo (46) with reticulate package in R 3.6.3. Briefly, gene filtering and normalization was performed by filter_and_normalize function (min_shared_counts=as.integer (30), min_shared_cells=5), and moments were calculated pp.moments function (n_pcs=32, n_neighbors=30). The number of principal components was determined by the significantly-enriched principal components identified by Jackstraw function of Seurat analysis. RNA velocity was estimated by tl.velocity function with dynamical mode and visualized by pl.velocity_embedding_stream function in 2D FIt-SNE space.

### Quantitative PCR (qPCR)

mRNA was extracted from renal tissues using an RNAiso kit (TaKaRa Bio). Total RNA was reverse-transcribed to cDNA using a high-capacity cDNA reverse transcription kit (Applied Biosystems). qPCR was performed on the cDNA samples using EvaGreen (Bio-Rad). The relative quantification value was expressed as 2^−ΔCt^, in which ΔCt is the difference between the mean Ct value of triplicate measurements and the endogenous Hprt1 control. CD11b^+^ cells (CD45^+^CD11b^+^CD3^-^CD19^-^Ly6g^-^) were sorted on a BD Aria III for qPCR analysis (47).

### *In Vivo* Depletion of CD4^+^ and CD8^+^T Cells and Adoptive Transfer

For CD4^+^ or CD8^+^T cell depletion, mice received an i.p. injection of 100 µg anti-CD4 antibody (GK1.5) or 400 μg anti-CD8 antibody (3.115) on day 0 and every three days until 2 weeks after TAC. For transfer experiments, CD8^+^T cells were isolated from the spleens of WT and OT-I mice using an autoMACS Pro Separator by negative selection (B220^-^CD4^-^CD11b^-^CD11c^-^CD19^-^CD105^-^Gr1^-^NK1.1^-^TCRγδ^-^Ter119^-^). The CD8^+^T cells (1 × 10⁶ cells) were transferred into CD3ϵ^-/-^ mice five days prior to the TAC operation.

### Statistics

Data are expressed as means ± SEM. Statistical significance was determined by one-way ANOVA followed by *post hoc* Tukey’s multiple-comparisons tests to analyze differences among three or more groups, and by unpaired Student’s t-test to analyze differences between two groups. *p* < 0.05 was considered to indicate a significant difference. Statistical analysis was performed using Prism 8.0 (GraphPad Software).

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: NCBI - cardiomyocytes RNAseq DRA012689; cardiomyocytes scRNAseq GSE183024; cardiac CD45 cells scRNAseq GSE183405.

## Ethics Statement

The animal study was reviewed and approved by the Animal Research Committee and Ethics Committee of Keio University School of Medicine.

## Author Contributions

KK and AY designed the research project and performed experiments. MI, SN, SS, MK, SY, TK, MI-K, and HN analyzed the RNAseq data. KK and AY wrote the manuscript with input from all authors. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by JSPS KAKENHI 17H06175, 21H05044, 19H04817, 21K19382, 21H02719, 21H00432, AMED-CREST JP21gm1110009 and Moonshot JP21zf0127003h0001, AMED-PRIME JP21gm621001010, JP21gm6210012, JPgm6210025, the Yasuda Medical Foundation, Research grant from the Chemo-Sero-Therapeutic Research Institute, the Kishimoto Family Foundation, the Tomizawa Jun-ichi & Keiko Fund of Molecular Biology Society of Japan for Young Scientist, the Mitsubishi Foundation, the Mochida Memorial Foundation for Medical and Pharmaceutical Research, the Takeda Science Foundation, the Uehara Memorial Foundation, the Naito Foundation, the Kanae Foundation, the SENSHIN Medical Research Foundation, the Astellas Foundation for Research on Metabolic Disorders, the Inoue Research Award for Young Scientists, a Life Science Research Award, and Keio Gijuku Academic Developmental Funds.

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher’s Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

How the deposited data were processed for this re-analysis (not part of the article)

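CD45+ cells were isolated from the hearts of WT and CD3ϵ-/- mice 1 week after sham surgery or TAC, and of WT mice that had TAC and received an antibody to CD8. The cells of the 5 groups carried hashtags and were sequenced in 1 pooled TAS-Seq library on the BD Rhapsody system. The hashtag of each group was read from the notes deposited with the matrix, never from the values. The cardiomyocyte, flow cytometry, echocardiography and RT-PCR data of the paper, the RNA velocity and the subclusters of monocytes and macrophages were not analysed here.

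The matrix as deposited holds raw counts, namely reads per gene and cell barcode. The authors kept barcodes above an inflection point and corrected errors by the distribution of the reads, as the name of the matrix tells, and assigned the hashtags, as their methods and notes tell. Their methods refer to an earlier report for the other steps. The values are whole numbers without normalization, and they count reads, not molecules. The paper's text names a genome build for its RNA velocity and none for the count matrix, so no coordinates are given. The matrix had 5363 columns, of which 8 had no hashtag and 40 were called doublets by the authors, and both were left out.

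The clustering followed the methods of the paper with Seurat 5.3.0 in R 4.3.3, while the paper names an earlier version of each. Genes in 5 or more cells and cells with 500 or more genes and a mitochondrial share of counts of at most 0.4 were kept, which left 27756 genes and 5263 cells. Counts were normalized to 1000000 per cell and put on a natural log scale, total counts per cell were regressed out, and 6567 variable genes (mean above 0.1, dispersion above 0.5) were used for 100 principal components. The 85 components with a JackStraw p of at most 0.05 over 100 replicates were used, also under the alternative filters, for a graph of shared neighbours with 30 neighbours, which was parted by the Louvain method at a resolution of 1.5. Further steps used Python 3.11.15 with numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9, and Matrix 1.6.5 in R.

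The marker lists of the cell types and the rule for named genes were set in advance, and the limits by which a cluster took a name only after the clusters had been seen. A cluster counted as monocytes and macrophages when its mean *Csf1r* and mean *Lyz2* were each at least 5 times those of the B cell-like cluster. It took the name of the class with the most markers at 2 or more times the mean of the other clusters, with 10 CPM added to both, if at least 3 markers passed, at least 2 more than for the next class, and if no other class had more markers among the 10 leading genes of the cluster. A cluster with few reads per cell also needed a marker among them. A cluster with 3 or more markers of T cells and of NK cells was named after both. The proliferating cluster and the *Arg1*-led cluster were kept apart without a class, as were clusters that met no definition, and their shares are given per group. By its markers the *Arg1*-led cluster would have been named CCR2-positive macrophage-like. The *Arg1*-led and the *Cd163*-led cluster are the clusters of monocytes and macrophages with the highest mean of these genes.

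Each group was 1 sample, so no test, p-value or standard error was computed and no count of changed genes was made from cells. Shares of cells have exact Clopper-Pearson intervals and summed reads exact Poisson intervals, both of 95%, for counting error alone. The depth of each group is given beside its clusters, and with 515 to 1251 monocytes and macrophages per group a share near 10% has an interval of several percentage points. A count of 0 is given with the share that 3 cells of the total would make. Ratios of named genes are log2 ratios of summed reads per group over the total reads of the monocytes and macrophages of the group. For shares of cells with a read, each cell was thinned to 36522 reads, the 10th percentile of the monocytes and macrophages, and the share in B cell-like cells thinned in the same way was taken as background. Named genes were each gene the paper names for its CD45+ cells, the genes that check the labels and the genes of the largest ratio. The latter were, among the 3780 genes with at least 50 CPM in 1 or more TAC groups, the 5 highest and 5 lowest by the smaller of the log2 ratios of CD3ϵ-/- TAC and of the group labelled CD8-depleted TAC to WT TAC, with 10 CPM added, among the 2315 genes that went the same way in both. Genes that part the genotypes were looked for with a limit of 4 times between the lowest level of 1 genotype and the highest of the other and of 20 CPM. For genes found, the closeness to *Cd3e* was to be tested by the 100 genes on each side in the order of genes in GRCm38.p6, where 46 of 7230 tested genes lie, but no gene was found. The log2 ratios of CD3ϵ-/- TAC and of the group labelled CD8-depleted TAC to WT TAC were tested on simulated data, in which 200 of 3504 genes were changed. There, 100% of the changed genes came back within 0.2 of their log2 ratio. The search for genes that part the genotypes was run there with no such gene made, so whether it would find one was not tested.

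Alternatives were tried for the resolution (1.0 and 2.0), the principal components (the first 30), the mitochondrial limit (0.25), the genes per cell (1000), the genes used for clustering (without interferon response and dissociation response genes), the denominator of shares, classes from the reads of single cells, the mean over cells in place of summed reads, the library size without mitochondrial and ribosomal protein genes, thinned cells and 1 CPM added in place of 10. After the data had been seen, 3 more were added, a limit of 10 times the B cell-like cluster, a class for the *Arg1*-led cluster by its markers and the unnamed clusters counted as CCR2-positive macrophage-like cells. Genes of the interferon response and of the dissociation response were listed with the other markers, and those of cavity macrophages after the *Arg1*-led cluster had been seen and before their test. The copy of Supplementary Table 2 at hand was incomplete and was not used for any number.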

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

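All tests reported in this part were chosen only after the results had been seen.

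The share of CCR2-positive macrophage-like cells among monocytes and macrophages differed between CD3ϵ-/- and WT mice in opposite directions in sham and in TAC. It was 22.3% in CD3ϵ-/- sham against 17.5% in WT sham, a log2 odds ratio of 0.44 (0.00 to 0.88), and 30.7% in CD3ϵ-/- TAC against 35.4% in WT TAC, a log2 odds ratio of -0.31 (-0.60 to -0.02). The share of the unnamed cluster 7, led by *Spp1*, was 7.18% in CD3ϵ-/- against 3.50% in WT sham, a log2 odds ratio of 1.09 (0.27 to 1.95), and 7.70% against 11.7% in TAC, a log2 odds ratio of -0.66 (-1.15 to -0.19). They were singled out because the exact 95% intervals of both odds ratios excluded 1, in opposite directions, that of the CCR2-positive macrophage-like cells in sham only just. Over 33 shares and 60 comparisons, 18 were opposite in sign and 2 of those lay beyond counting error. The difference between the differences was not tested, and each group was 1 sample, so the spread between mice is not known. The TAC part of the first pattern rests on keeping the *Arg1*-led cluster apart, since the share of CD3ϵ-/- TAC was 38.1% when that cluster was counted in the class. Of the clusters in the class, only cluster 11 differed in opposite directions. It held 12.6% in CD3ϵ-/- against 8.90% in WT sham, and 1.62% against 3.68% in TAC. At a resolution of 1.0 the cells like those of cluster 11, led by *Retnla*, joined a dendritic cell-like cluster. Reads per cell argue against a shift of cells between clusters by depth, since the median reads of monocytes and macrophages were higher in CD3ϵ-/- than in WT mice in both surgeries, 1.10 and 1.27 times, while the shares went in opposite directions. An effect of the genotype that depends on TAC and a chance difference between the mice of the groups stay open, as untested.

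*Cd3e* reads were found outside T cells of CD3ϵ-/- mice, a gene that the paper does not report in these cells. In monocytes and macrophages they came to 4.82 CPM in CD3ϵ-/- sham and 6.17 CPM in CD3ϵ-/- TAC, in 28 and 67 cells, and to 0.378, 0.533 and 0.251 CPM in WT sham, WT TAC and the group labelled CD8-depleted TAC, in 19, 54 and 16 cells. RNA carried over from T cells is argued against, since *Cd3g*, a gene of the same complex, came to 0.0782 CPM in monocytes and macrophages of CD3ϵ-/- TAC, all from 1 cell, and *Cd3d*, another gene of it, was not raised beyond its interval over the WT group of the same surgery, at 1.81 and 1.19 CPM in CD3ϵ-/- sham and CD3ϵ-/- TAC, in 47 and 66 cells, and 1.58 and 1.13 CPM in WT sham and WT TAC, in 55 and 96 cells. An altered transcript of the targeted allele that is made outside T cells cannot be told apart from other causes. *Cd3e* in B cell-like cells was 1.25 and 1.49 CPM in the CD3ϵ-/- groups and 1.73, 0.155 and 0 CPM in the others, and in dendritic cell-like cells it was 1.80 and 3.44 CPM against 2.19, 1.37 and 2.28 CPM, so the reads of both are too few to decide. Which part of the gene the reads cover is not in the matrix, and no biological explanation beyond the targeted allele was tested.

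*Gata6*, a gene of large macrophages of the serous cavities, which the paper does not discuss, was read in the *Arg1*-led cluster 17 at a mean of 26.0 CPM, against at most 1.51 CPM in the other clusters of monocytes and macrophages. The cluster lay mainly in CD3ϵ-/- TAC, which held 55 of its 73 cells. Of 6 genes of cavity macrophages that did not lead the cluster when it was first seen, 5 were higher in it than in every other cluster of monocytes and macrophages. These were *Gata6*, *Icam2* (191 against 24.8 CPM), *Selp* (109 against 2.71 CPM), *Lbp* (20.4 against 4.39 CPM) and *Cd9* (952 against 561 CPM), while *Garnl3* was not, at 9.27 against 12.1 CPM. Of the 6, *Icam2*, *Cd9* and *Garnl3* were above 10 CPM in another cluster too. The cells may therefore be macrophages of a serous cavity, such as the pericardium, that were carried with the heart, as a hypothesis from the data that gave it. Doublets of a macrophage with a cell of the 11 other types tested, among them dendritic cells, lymphocytes, neutrophils, mast cells, endothelial cells and fibroblasts, are argued against, since the median level of the markers of each type reached at most 0.907% of their level in the cluster where most of them were high, and the cells lay mainly in 1 group. Whether such cells entered the heart tissue of CD3ϵ-/- mice after TAC, or were taken along in the isolation of 1 sample, was not tested.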

How the results depend on the processing

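The limit of 10 times the B cell-like cluster, the class of the *Arg1*-led cluster by its markers and the count of unnamed clusters as CCR2-positive macrophage-like cells were chosen only after the results had been seen. No paired analysis was possible because each group was 1 sample, and no value has a test, so a value is said to have moved when it left its 95% counting interval. Values are in the order WT sham, CD3ϵ-/- sham, WT TAC, CD3ϵ-/- TAC and the group labelled CD8-depleted TAC where no group is named. The filter of 1000 genes per cell removed no cell and bears on nothing. The first 30 principal components (56 values), clustering without interferon and dissociation response genes (35), the library size without mitochondrial and ribosomal protein genes (15) and 1 CPM added in place of 10 (1 value, a count of shared genes) moved none of the values compared. A resolution of 2.0 moved 9 of 56 values, each a share of Ly6c-high or of Ly6c-low monocyte-like cells, and a resolution of 1.0 moved 16 of 56, among them the shares of Ly6c-high monocyte-like cells in the 5 groups.

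The share of CCR2-negative macrophage-like cells fell from sham to TAC in both genotypes under each of 9 alternatives. Under each of them it was lower in CD3ϵ-/- TAC and higher in the group labelled CD8-depleted TAC than in WT TAC. Among these, the class of the *Arg1*-led cluster by its markers leaves this share unchanged by construction, so it tests nothing here. The fall from sham ran from -46.6 to -19.4 percentage points in WT and from -48.8 to -10.8 points in CD3ϵ-/- mice, and the differences from WT TAC from -14.3 to -3.50 points in CD3ϵ-/- TAC and from 1.89 to 11.2 points in the group labelled CD8-depleted TAC. The share of monocyte-like cells was higher in CD3ϵ-/- TAC and in the group labelled CD8-depleted TAC than in WT TAC under each of 8 alternatives, by 8.66 to 13.5 and by 2.34 to 10.4 points. The share of CCR2-positive macrophage-like cells rose in WT mice under each of 10 alternatives, by 3.79 to 32.9 points, and was lower in the group labelled CD8-depleted TAC than in WT TAC under each of them. Its rise in CD3ϵ-/- mice held under 9 of 10, from -3.45 to 30.5 points, the exception being the classes from single cells, and its lower level in CD3ϵ-/- TAC than in WT TAC held under 9 of 10, from -5.36 to 2.22 points, the exception being the *Arg1*-led cluster named by its markers. The *Arg1*-led cluster was larger in CD3ϵ-/- TAC than in WT TAC under each of 7 alternatives, and the *Cd163*-led cluster was smaller in CD3ϵ-/- TAC and larger in the group labelled CD8-depleted TAC than in WT TAC under each of 7.

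Values that moved are given by alternative, and for Ly6c-high and Ly6c-low monocyte-like cells taken apart under a resolution of 2.0 only. There, Ly6c-high monocyte-like cells were 4.29%, 5.02%, 13.2% and 23.4% in the groups other than the group labelled CD8-depleted TAC, and Ly6c-low monocyte-like cells 3.02%, 5.79%, 4.08%, 7.30% and 4.11%, and the cause was not tested. With the *Arg1*-led cluster named by its markers, CCR2-positive macrophage-like cells were 38.1% in CD3ϵ-/- TAC, by the construction of the alternative. With a mitochondrial share of at most 0.25, the *Cd163*-led cluster was 14.6% in WT sham, and the cause was not tested. With all CD45+ cells as the denominator, which lowers each share by construction, CCR2-negative macrophage-like cells were 39.8%, 31.9%, 17.8%, 9.36% and 21.9%, monocyte-like cells 4.50%, 6.47%, 12.9%, 24.3% and 20.6%, CCR2-positive macrophage-like cells 11.0%, 13.8%, 27.4%, 24.7% and 17.2%, and the *Cd163*-led cluster 11.7%, 4.67% and 7.86% in the first 3 groups and 9.62% in the group labelled CD8-depleted TAC. With the limit of 10 times the B cell-like cluster, under which clusters 3, 10, 11 and 12 no longer counted as monocytes and macrophages, CCR2-negative macrophage-like cells were 78.0%, 66.0%, 31.5%, 17.2% and 42.7%, CCR2-positive macrophage-like cells 10.6%, 12.4%, 43.5%, 42.9% and 30.5%, monocyte-like cells 8.33%, 17.6% and 10.7% in the TAC groups, the *Arg1*-led cluster 11.0% in CD3ϵ-/- TAC and the *Cd163*-led cluster 22.9% in WT sham and 13.9%, 7.58% and 18.7% in the TAC groups. With unnamed clusters counted as CCR2-positive macrophage-like cells, that class was 29.6%, 37.9%, 60.4%, 58.2% and 44.3%, by construction. With classes from the presence of *Ccr2*, *Ly6c2* and *Cd300e* reads in single thinned cells, CCR2-negative macrophage-like cells were 39.9%, 27.8%, 20.5%, 17.0% and 22.4%, monocyte-like cells 27.5%, 37.6%, 43.1%, 51.8% and 50.3%, and CCR2-positive macrophage-like cells 32.6% and 34.7% in sham and 27.3% in the group labelled CD8-depleted TAC, and the cause was not tested. With a resolution of 1.0, CCR2-negative macrophage-like cells were 69.5% and 59.2% in sham, monocyte-like cells 17.1%, 27.4%, 36.7% and 34.8% in the groups other than WT sham, CCR2-positive macrophage-like cells 11.7% and 14.2% in sham, and dendritic cell-like cells 15.6%, 18.7% and 13.7% of CD45+ cells in the first 3 groups, since the *Retnla*-led cells joined a dendritic cell-like cluster there, while for the other classes the cause was not tested.

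The log2 ratios of named genes to WT TAC depended on how cells were weighed. With cells thinned to 1 depth, the ratios of CD3ϵ-/- TAC and of the group labelled CD8-depleted TAC were -0.46 and -0.14 for *Igf1*, 1.13 and 0.53 for *Areg*, 0.96 and 0.42 for *Il10*, and -0.13 and 0.34 for *Ptgs2*. *Osm* was 0.55 in the group labelled CD8-depleted TAC and *Msr1* 0.25 in CD3ϵ-/- TAC. The ratios of *Areg* and *Il10* in the group labelled CD8-depleted TAC were reversed by thinning. With the mean over cells of each cell's CPM, the ratios of CD3ϵ-/- TAC and of the group labelled CD8-depleted TAC were -0.46 and -0.072 for *Igf1*, 0.46 and -0.18 for *Areg*, 1.01 and 0.35 for *Il10*, 0.49 and 0.70 for *Ptgs2*, and 0.23 and 0.092 for *Msr1*. In CD3ϵ-/- TAC *Osm* was 0.57 and *Csf1* 0.29. The ratios of *Csf1* and *Ptgs2* in CD3ϵ-/- TAC and of *Il10* in the group labelled CD8-depleted TAC were reversed by it, and the cause of these changes was not tested. Of the 10 genes of the largest ratio, 6 were shared with the mean over cells, 7 with thinned cells and 9 with 1 CPM added.

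Depth limits the rare genes, since *Areg* was read in 12, 6 and 6 monocytes and macrophages of WT TAC, CD3ϵ-/- TAC and the group labelled CD8-depleted TAC, where 1 cell gave 36.7%, 41.9% and 51.7% of its reads. Without that cell *Areg* came to 3.88, 5.42 and 2.21 CPM.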

Differences from the paper's values

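The paper gives 3.28% of cells as doublets by their hashtags, and in the deposited matrix 40 of 5363 cells, or 0.746%, were marked as doublets. None of the alternatives set before the data were examined applies to this share. The 21 clusters found match the number of clusters in Fig. 4D. The limit of 10 times the B cell-like cluster, the class of the *Arg1*-led cluster by its markers, the count of unnamed clusters as CCR2-positive macrophage-like cells and the count of *Cd3g* reads in cells with *Cd8a* or *Cd8b1* reads were chosen only after the results had been seen.

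The paper describes an expansion of Ly6c lowCCR2+ macrophages when CD8+T cells are lacking. It also counted macrophages per heart by flow cytometry, Ly6c low ones among them. These numbers were higher in CD3ϵ-/- mice after TAC, with a similar tendency in CD8+T cell-depleted mice. Shares do not give numbers per heart, so the shares below do not test an expansion in number. The share of CCR2-positive macrophage-like cells among monocytes and macrophages was 22.6% in the group labelled CD8-depleted TAC and 30.7% in CD3ϵ-/- TAC, against 35.4% in WT TAC. It was higher in CD3ϵ-/- TAC, at 38.1%, only with the *Arg1*-led cluster named by its markers and counted in the class, an alternative chosen after seeing the values, and under none of the 10 alternatives, 3 of them chosen after, in the group labelled CD8-depleted TAC. That cluster was kept apart although the naming rule places it in this class. The paper describes its cluster of *Cd163* cells once among the CCR2- and once among the CCR2+ macrophages, and the *Cd163*-led cluster here had the lowest mean *Ccr2* of the clusters of monocytes and macrophages, 322 CPM. In Fig. 4G that cluster of the paper is highest in CD8+T cell-depleted TAC, and the share of the *Cd163*-led cluster here was highest in WT sham, 18.6%, against 12.6% in the group labelled CD8-depleted TAC. The paper places its *Arg1* cluster among CCR2+ macrophages, and the *Arg1*-led cluster here had a mean *Ccr2* of 647 CPM, between the 576 and 764 CPM of CCR2-negative macrophage-like clusters 6 and 1.

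The paper describes *Igf1*, *Areg* and *Osm* as higher in the monocytes and macrophages that grew in CD3ϵ-/- and CD8+T cell-depleted mice. Over all monocytes and macrophages, a group wider than those clusters, 2 of the 3 genes were higher in CD3ϵ-/- TAC than in WT TAC and 1 of the 3 in the group labelled CD8-depleted TAC. The log2 ratio of *Igf1* was -0.25 and -0.28, and no alternative made it positive. That of *Areg* in the group labelled CD8-depleted TAC was -0.41, and 0.53 with cells thinned to 1 depth. The paper describes clusters with *Csf1*, *Il10*, *Ptgs2*, *Areg* and *Msr1* as increased in both groups. Over all monocytes and macrophages, 3 of these 5 genes were higher in each group, while *Csf1* (-0.03) and *Ptgs2* (-0.03) were not higher in CD3ϵ-/- TAC and *Il10* (-0.01) and *Areg* were not in the group labelled CD8-depleted TAC, where *Msr1* (0.01) was higher by less than its interval. With the mean over cells 5 of 5 were higher in CD3ϵ-/- TAC and 4 of 5 in the group labelled CD8-depleted TAC, and with thinned cells 3 of 5 and 5 of 5. In CD3ϵ-/- TAC the *Arg1*-led cluster gave 46.7% of the *Areg*, 33.3% of the *Il10* and 39.8% of the *Msr1* reads of monocytes and macrophages.

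The paper names *Nos1* among genes expressed by Ly6c highCCR2+ cells, and its mean in the Ly6c-high monocyte-like cluster was 2.68 CPM, against 3.86 CPM in B cell-like cells. Fig. 4B shows almost no CD8+T cells in hearts of CD8+T cell-depleted TAC mice, counted in other mice by flow cytometry, and 0.671% of the kept cells of the group labelled CD8-depleted TAC were T cell- or NK cell-like cells with *Cd8a* or *Cd8b1* reads, against 0.681% in WT TAC. Of these cells 4 of 6 also had *Cd3g* reads, against 11 of 11 in WT TAC.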

Other observations

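The tests of interferon response genes in CCR2-positive macrophage-like cells, of *Nnt*, of *Cd8a* reads outside T cells and of an exchanged label were chosen only after the result was seen, and the other tests of this part were chosen before.

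Interferon response genes, a list of 10, were higher in monocytes and macrophages of CD3ϵ-/- TAC than of WT TAC by a median log2 ratio of 0.17 (8 of 10 genes higher, -0.57 to 0.62), and in the group labelled CD8-depleted TAC by 0.61 (10 of 10). Cluster 3, which these genes lead, was larger in both groups. For CD3ϵ-/- TAC the larger cluster cannot be told apart from a change in other cells. The median outside the cluster was 0.060 with 6 of 10 genes higher, and 0.11 with 6 of 10 in CCR2-negative macrophage-like cells. In CCR2-positive macrophage-like cells it was 0.45 with 10 of 10, but 0.19 with 8 of 10 in cluster 2, 0.39 with 7 of 10 in cluster 5 and 0.035 with 6 of 10 in the 12 cells of cluster 11 taken alone. For the group labelled CD8-depleted TAC it cannot be told apart either. The median outside the cluster was 0.033 with 5 of 10 genes higher, and -0.061 with 3 of 10 in CCR2-negative macrophage-like cells. In CCR2-positive macrophage-like cells it was 0.37 with 7 of 10, but -0.21 with 4 of 10 in cluster 2, 0.23 with 7 of 10 in cluster 5 and 1.83 with 9 of 10 in the 14 cells of cluster 11. Within cluster 3 it was -0.24 with 2 of 10 in CD3ϵ-/- TAC and 0.18 with 6 of 10 in the group labelled CD8-depleted TAC. A response of all cells of those hearts cannot be told apart from these, since in B cell-like cells the median was 0.92 (7 of 10) in CD3ϵ-/- TAC and 0.87 (8 of 10) in the group labelled CD8-depleted TAC, while in dendritic cell type 2-like cells it was -0.19 and -0.35 (3 of 10 in both), so that the cell types outside monocytes and macrophages went in opposite directions. A biological effect of the lack of T cells stays open, as untested.

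Dissociation response genes, a list of 12, were higher in CCR2-negative macrophage-like cells of sham than of TAC hearts, by a median log2 ratio of 1.29 in WT and 2.09 in CD3ϵ-/- mice (12 of 12 in both). Outside cluster 6, which these genes lead, the medians were 1.31 and 1.37. The genes were also higher in B cell-like cells of sham hearts, by 0.44 in WT and 0.56 in CD3ϵ-/- mice, and in dendritic cell type 2-like cells, by 0.72 and 0.22. This is consistent with a difference in the handling of sham hearts that reached the cell types tested, and a response of these cells to TAC stays open, as untested.

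The share of the *Cd163*-led cluster was lower in CD3ϵ-/- than in WT mice of the same surgery. Fewer reads per cell that would hide its markers are argued against, since other CCR2-negative macrophage-like cells had median reads of at least 1.07 times those of WT in both surgeries. A biological effect of the genotype stays open, as untested.

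*Nnt* was lower in monocytes and macrophages of both CD3ϵ-/- groups than of the other 3, by less than the limit set for genes that part the genotypes. In B cell-like cells it was 16.0 and 12.8 CPM in CD3ϵ-/- sham and CD3ϵ-/- TAC and 16.1, 33.4 and 36.8 CPM in WT sham, WT TAC and the group labelled CD8-depleted TAC, and in dendritic cell-like cells 8.61 and 15.5 CPM against 18.2, 23.1 and 10.3 CPM. A difference of substrain between the mice, such as the *Nnt* deletion of C57BL/6J, cannot be told apart from an effect in monocytes and macrophages alone, because the few cells of the other types do not part the groups by genotype in every case. No biological explanation was tested.

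*Cd8a* and *Cd8b1* reads were found in T cell- or NK cell-like cells of the group labelled CD8-depleted TAC, in 6 of 37 cells (16.2%), against 11 of 56 (19.6%) in WT TAC. RNA of CD8+T cells carried into other cells is argued against, since a *Cd8a* read was found in 0.147% of the monocytes and macrophages of that group. A label exchanged with another of the 5 groups that was depleted of CD8+T cells is argued against, since the other groups with *Cd3g* reads, WT sham and WT TAC, both had such cells, at 0.681% or more of the kept cells. A wrong label without such an exchange, a partial depletion, and cells that kept their RNA under the antibody stay open, as untested.

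Of the genes of the largest ratio, the log2 ratios of CD3ϵ-/- TAC and of the group labelled CD8-depleted TAC to WT TAC were 3.59 and 2.99 for *Prg4*, 5.61 and 2.37 for *Saa3*, 2.57 and 1.38 for *Alox15*, 3.31 and 1.27 for *Cxcl13* and 1.05 and 1.10 for *Ly6c2* among those higher in both. Among those lower in both they were -1.28 and -2.90 for *Ccl17*, -2.89 and -1.05 for *Retnla*, -1.02 and -0.92 for *Igsf11*, -0.65 and -0.59 for *Itgax* and -0.48 and -1.37 for *Mmp12*. The *Arg1*-led cluster gave 98.2% of the *Saa3* reads of CD3ϵ-/- TAC and 87.0% of those of the group labelled CD8-depleted TAC, and 99.4%, 97.7% and 100% of the *Prg4*, *Alox15* and *Cxcl13* reads of the latter. In the group labelled CD8-depleted TAC, 1 cell gave 50.5% of the *Prg4* reads, 48.5% of the *Saa3* reads, 93.1% of the *Cxcl13* reads and 54.8% of the *Retnla* reads, and 1 cell gave 55.8% of the *Ccl17* reads of WT TAC, 79.6% of those of CD3ϵ-/- TAC and all 22 of those of the group labelled CD8-depleted TAC. In WT TAC, 1 cell gave 84.1% of the 252 *Prg4* reads and all 60 *Alox15* reads.

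Of the kept CD45+ cells, B cell-like cells were 10.6%, 16.2%, 6.13%, 9.14% and 8.28% in WT sham, CD3ϵ-/- sham, WT TAC, CD3ϵ-/- TAC and the group labelled CD8-depleted TAC. Innate lymphoid cell-like cells were 4.40%, 4.19%, 0.310%, 0.435% and 0.783% and dendritic cell-like cells 10.1%, 11.0%, 10.8%, 6.20% and 7.16% in the same order.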
